# Interleukin‐12 sustained release system promotes hematopoietic recovery after radiation injury

**DOI:** 10.1002/mco2.704

**Published:** 2024-09-12

**Authors:** Chuanchuan Lin, Yang Xiang, Yangyang Zhang, Zhenxing Yang, Nanxi Chen, Weiwei Zhang, Lanyue Hu, Jianxin Chen, Ya Luo, Xueying Wang, Yanni Xiao, Qing Zhang, Xi Ran, Li Chen, Jigang Dai, Zhongjun Li, Qian Ran

**Keywords:** alginate hydrogel, bone marrow mesenchymal stem/stromal cells, hematopoietic injury and recovery, interleukin‐12, PI3K/AKT, radiation

## Abstract

The continuous production of mature blood cell lineages is maintained by hematopoietic stem cells but they are highly susceptible to damage by ionizing radiation (IR) that induces death. Thus, devising therapeutic strategies that can mitigate hematopoietic toxicity caused by IR would benefit acute radiation syndrome (ARS) victims and patients receiving radiotherapy. Herein, we describe the preparation of an injectable hydrogel formulation based on Arg‐Gly‐Asp‐alginate (RGD‐Alg) and Laponite using a simple mixing method that ensured a slow and sustained release of interleukin‐12 (IL‐12) (RGD‐Alg/Laponite@IL‐12). The local administration of RGD‐Alg/Laponite@IL‐12 increased survival rates and promoted the hematopoietic recovery of mice who had received sublethal‐dose irradiation. Local intra‐bone marrow (intra‐BM) injection of RGD‐Alg/Laponite@IL‐12 hydrogel effectively stimulated IL12 receptor‐phosphoinositide 3‐kinase/protein kinase B (IL‐12R‐PI3K/AKT) signaling axis, which promoted proliferation and hematopoietic growth factors secretion of BM mesenchymal stem/stromal cells. This signaling axis facilitates the repair of the hematopoietic microenvironment and plays a pivotal role in hematopoietic reconstitution. In conclusion, we describe a biomaterial‐sustained release of IL‐12 for the treatment of irradiated hematopoietic injury and provide a new therapeutic strategy for hematopoietic ARS.

## 1 INTRODUCTION

The escalating threat of nuclear terrorism, coupled with the swift progress of nuclear energy and medicine, underscores the pressing need to devise efficient medical countermeasures for radiation exposure. Acute radiation syndrome (ARS) arises from exposure to high doses of ionizing radiation (IR) even within a brief timeframe. Poor hematopoietic recovery has been reported to be the main cause of death in IR exposure dose of 10 Gy.^1^ Due to the high intrinsic replication rate, the hematopoietic system exhibits particular radiosensitivity, making hematopoietic ARS (H‐ARS) a prevalent condition.^2^ H‐ARS typically manifests as myelosuppression, immunosuppression, thrombocytopenia, and anemia, resulting from the IR damage to hematopoietic stem cells (HSCs) and/or hematopoietic microenvironment.^3^ Despite the growing understanding of the importance of early intervention in the prevention of clinical consequences after IR, few therapeutic radioprotectants for H‐ARS have been developed.

Treatment of H‐ARS includes blood transfusion, hematopoietic cytokines treatment, and HSC transplants (HSCT). In recent years, hematopoietic cytokines have received great attention as an effective treatment for H‐ARS. Currently, the US Federal Drug Administration (FDA) has approved three hematopoietic cytokines, namely granulocyte colony‐stimulating factor (G‐CSF)/Neupogen, PEGylated G‐CSF/Neulasta, and recombinant human granulocyte‐macrophage colony‐stimulating factor (GM‐CSF)/Leukine, for the treatment of H‐ARS.^4^ Unfortunately, these cytokines can only stimulate the recovery of a certain lineage or a few lineages of blood cells, and accelerate the exhaustion of survived HSCs.^5^, ^6^ Allogeneic HSCT is a life‐saving and curative treatment in patients with hematologic malignant neoplasms. However, the use of HSCT in H‐ARS patients with bone marrow (BM) failure remains controversial, with evidence suggesting that the effect on survival is unclear.^7^ Meanwhile, HSCT is not always available following a mass casualty radiological event.^8^ Some aminothiol drugs have also been proposed for mitigation of IR‐induced hematopoietic injury. Currently, only amifostine has been clinically approved by the US FDA for mitigating the impact of IR, but its clinical application is limited due to serious adverse reactions.^9^ Nevertheless, these therapies cannot achieve long‐term hematopoietic reconstitution to overcome the radiation damage to the hematopoietic microenvironment.^10^, ^11^ The maintenance of hematopoietic functions depends not only on HSCs but also on the supportive role of the hematopoietic microenvironment.^12^ The hematopoietic microenvironment is indispensable for self‐renewal, proliferation, and differentiation of HSCs, a process facilitated by direct cell‐cell contact or soluble chemical factors. BM‐MSCs play a pivotal role in the regulation of HSCs, and the enhancement of osteogenic differentiation in BM‐MSCs is also involved in maintaining HSCs function.^13^ Thus, mesenchymal stem/stromal cell (MSC)‐based therapeutic strategies are also an option to promote hematopoietic recovery following acute radiation injury.^14^ Although there are numerous studies describing the effects of hematopoietic stimulation of MSCs in preclinical rodent models of ARS, evidence supporting consistent cell engraftment is still lacking, and further studies on the underlying mechanisms are necessary.^15^, ^16^ Therefore, therapeutic strategies to repair HSCs and the hematopoietic microenvironment may be more promising.

An optimal radiation medical countermeasure would be able to reconstitute all blood cell lineages and demonstrate effectiveness within hours to days after IR exposure, ideally with a single dose, given the lack of comprehensive supportive care in widespread radiological emergencies.^17^ Interleukin‐12 (IL‐12) is a heterodimeric pro‐inflammatory cytokine that plays an important role in the innate and adaptive immune systems; it regulates the inflammatory response, helps natural resistance to infection, and participates in the adaptive immune response.^18^ Accumulated studies have documented that a single administration of IL‐12 can improve survival in murine and rhesus monkey models after lethal irradiation.^5^, ^17^, ^19^ Different from most hematopoietic cytokines, IL‐12 can effectively stimulate BM regeneration and increase nadir levels of all major blood cell types, including lymphocytes, neutrophils, red blood cells, reticulocytes, and platelets.^20^ However, IL‐12 also produces undesirable severe side effects, such as fatigue, dyspnea, stomatitis, acidosis, gastrointestinal hemorrhage, and even death,^21^ which limit its potential use for the treatment of H‐ARS. Therefore, there is an unmet need for successful strategies that minimize or eliminate the toxicity of IL‐12 while locally improving its hematopoietic activation. Thus, there is considerable interest in the development of IL‐12 delivery systems that include gene delivery strategies,^22^ fusion or recombinant protein,^23^ and controlled‐release polymers.^24^, ^25^ Furthermore, safe methods to locally and sustainably release IL‐12 in the BM and accelerate hematopoietic reconstitution remain an urgent challenge.

Compared to systemic delivery, macroscopic protein drug delivery systems offer a means of controlling drug administration to specific tissues, thus minimizing side effects and improving the efficacy of treatment at the intended target site.^26^, ^27^ Hydrogels are water‐swellable networks of cross‐linked hydrophilic polymers and have been effectively utilized as matrices to protect proteins and allow their controlled release at targeted tissue locations.^28^ However, the majority of hydrogels possess mesh sizes that exceed the average protein size, resulting in weak interactions with the polymer backbone of the hydrogel, which in turn allows fast diffusion‐based release from these matrices. For instance, alginate (Alg), a polysaccharide commonly used in the delivery of, can efficiently encapsulate proteins under mild conditions by crosslinking with calcium ions^29^; however, Alg polymers do not form strong interactions with numerous proteins, resulting in the rapid release of proteins from Alg hydrogels.^27^, ^30^ The controlled release of proteins from hydrogels can be achieved by incorporating particles that strongly interact with proteins within the hydrogel matrix. Laponite, a synthetic smectite clay nanoplatelet with a high negative surface charge, is a potential particle for use in controlled protein release from hydrogels.^31^ Previous research has demonstrated the efficacy of Laponite as a carrier for small‐molecule drugs.^32^, ^33^ As a result, it is commonly incorporated into various hydrogel systems to create nanocomposite gels for controlling protein release.

Herein, we described the development of a nanocomposite hydrogel system based on Alg and Laponite. By pre‐absorbing IL‐12 onto charged Laponite nanoplatelets and incorporating them into injectable hydrogels, we proposed it would be possible to achieve sustained release of a bioactive protein that stimulates hematopoietic recovery. Furthermore, Laponite is easily degraded in physiological environments, resulting in non‐toxic and even bioactive products.^27^, ^30^ Recent studies have reported the excellent osteo‐inductive effect of Laponite in MSCs and osteoblasts,^34^, ^35^, ^36^ which is beneficial in maintaining hematopoietic function.^37^ The polypeptide Arg‐Gly‐Asp (RGD) was grafted onto Alg to provide a cell adhesion site for cell growth and tissue regeneration. Intraosseous BM injection (IBMI) is often used for stem cell and hematopoietic cell transplants.^10^ To achieve sustained localized release of IL‐12, IBMI was used for hydrogel delivery.

We expected that the fabricated RGD‐Alg/Laponite@IL‐12 hydrogel would be retained in the BM to locally release cytokines. The Hydrogel system could repair hematopoietic damage after irradiation. Further, the degraded hydrogel products could effectively promote osteogenic differentiation of BM‐MSCs in the BM microenvironment, thereby benefiting long‐term hematopoietic recovery. Ultimately, ideal hematopoietic repair will be achieved.

## 2 RESULTS

### 2.1 Physicochemical characterization and IL‐12 release properties of the RGD‐Alg/Laponite@IL‐12 hydrogel

Alginate‐based hydrogels for drug delivery applications have received growing attention because of their ability to enable site‐specific drug delivery while avoiding potential side effects. Despite the excellent properties of biocompatibility and hydrophilicity, the lack of a cell adhesion domain reduces the drug delivery applications. In this study, synthetic peptides containing RGD were covalently grafted with Alg to promote cell adhesion and improve histocompatibility.^38^ As shown in Figure 1A, the N1s signal centered at 400 eV was missing in pure Alg and only appeared in the spectra of RGD and RGD‐Alg, suggesting that the N1s signal observed in RGD‐Alg originates from the successful grafting of RGD onto pure Alg. The X‐ray photoelectron spectroscopy (XPS) data show that RGD‐Alg was successfully synthesized.

**FIGURE 1:**
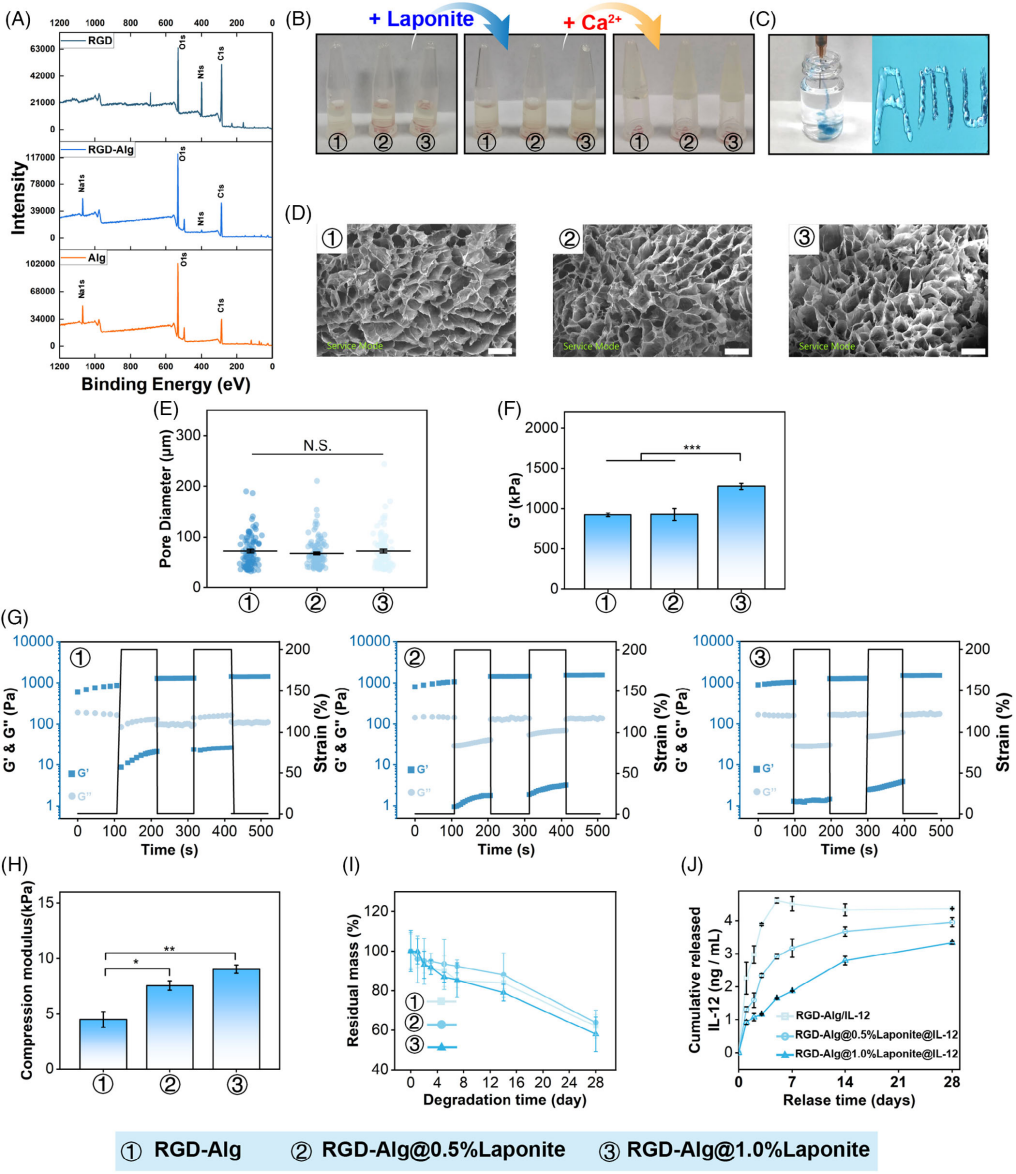
(A) X‐ray photoelectron spectroscopy (XPS) survey spectra of pure sodium alginate (Alg), pure GGGGRGDSP peptide (RGD), and sodium alginate grafted GGGGRGDSP (RGD‐Alg); (B) photographs of hydrogel gelation testing; (C) photographs of hydrogel injected via a fine needle; (D, E) scanning electron microscopy (SEM) images and pore diameter of lyophilized hydrogel (scale bar = 100 µm); (F) equilibrium storage modulus of the hydrogels (*n* = 3); (G) four‐cycle step‐strain measurement with alternate step strains of 0.5% and 200% at fixed angular frequency of 10 rad/s; (H) compression modulus of hydrogels (*n* = 3); (I) degradation of hydrogel in phosphate‐buffered saline (PBS) solution (*n* = 5); (J) IL‐12 release profiles of different hydrogels (RGD‐Alg/IL‐12, RGD‐Alg/0.5% Laponite@IL‐12, RGD‐Alg/1.0% Laponite@IL‐12) (*n* = 3).

Due to the enrichment of structures of guluronic acid, the Alg solution can create ionic crosslinking networks in the presence of divalent cations such as Ca^2+^.^38^ The ionic interaction between the Ca^2+^ and Alg was the driving force for forming shear‐thinning hydrogels.^39^ As shown in Figure 1B, the hydrogel precursor solutions can only form a gel in the presence of Ca^2+^ and injected through a 26G syringe needle (Figure 1C). According to scanning electron microscopy (SEM) images, different concentrations of Laponite did not obviously alter the micropores structure of RGD‐Alg/Laponite@IL‐12 hydrogel (Figure 1D), which showed a typical continuous structure with ∼70 µm of interconnected micropores (Figure 1E). This internal structure facilitates cell growth invasion and tissue repair.^40^

The mechanical properties of hydrogels were measured by rheology and compression tests. In our study, the storage modulus increased with increasing Laponite concentration (Figure 1F), and the G’ of the hydrogel was higher than G’’ in the frequency range (Figure 1G), which indicated that the RGD‐Alg hydrogel was viscoelastic. Furthermore, increasing concentrations of Laponite also promoted the hydrogel compression modulus (Figure 1H), with the highest compressive strength of the RGD‐Alg/Laponite@IL‐12 hydrogel being ∼9 kPa.

The degradation curve of the pure RGD‐Alg and RGD‐Alg/Laponite hydrogel did not show an apparent difference (Figure 1I). All gels degraded by ∼60% after 28 days. As shown in Figure 1J, Laponite effectively slowed the IL‐12 release rate. The cumulative release of IL‐12 from pure RGD‐Alg reached a plateau at approximately 5 ng/mL on day 5. However, no discernible plateaus were observed in the RGD‐Alg/Laponite gels. After a 14‐day period, the RGD‐Alg/0.5% Laponite gel had released approximately 4 ng/mL of IL‐12, while the RGD‐Alg/1% Laponite group released approximately 3 ng/mL at the same time. Consequently, in our subsequent research, the RGD‐Alg/1% Laponite gel was chosen as the slow‐release carrier for IL‐12.

### 2.2 Biocompatibility evaluation of the RGD‐Alg/Laponite@IL‐12 hydrogel

To verify the biocompatibility of the hydrogel, BM total nucleated cells (TNCs) and BM‐MSCs were adopted in this paper. As shown in Figure 2A, live/dead assays of BM TNCs were conducted using fluorescein diacetate (FDA)/propidium iodide (PI) staining. The staining results showed no sign of cytotoxicity of Gel, Gel/IL‐12, Gel/Laponite, and Gel/Lapnite@IL‐12. Similarly, the viability staining evaluation of BM‐MSCs did not reveal any notable disparities among the various groups (Figure 2B). Cell morphology, differentiation assays, and surface markers were used to identify the BM‐MSCs (Figure S1). The identification of BM‐MSCs is presented in Figure S1. The results of the survival ratio assay confirmed that the cell viability of BM TNCs (Figure 2C,D) and BM‐MSCs (Figure 2E and Figure 2F) did not change significantly due to the addition of hydrogel under irradiation (Figure 2D,F) or not (Figure 2C,E). Furthermore, the apoptosis and morphology of BM‐MSCs in each group also did not exhibit marked differences (Figure 2G–I). To assess their potential for biological applications, the in vivo biocompatibility of the Gels was evaluated. At 7 days after irradiation and implantation, no evident tissue damage or inflammatory lesions were detected in the main organs compared to the organs of the control group (Figure S2). Given these observations, it can be concluded that the IL‐12 sustained‐release system used in our study exhibited good biocompatibility.

**FIGURE 2:**
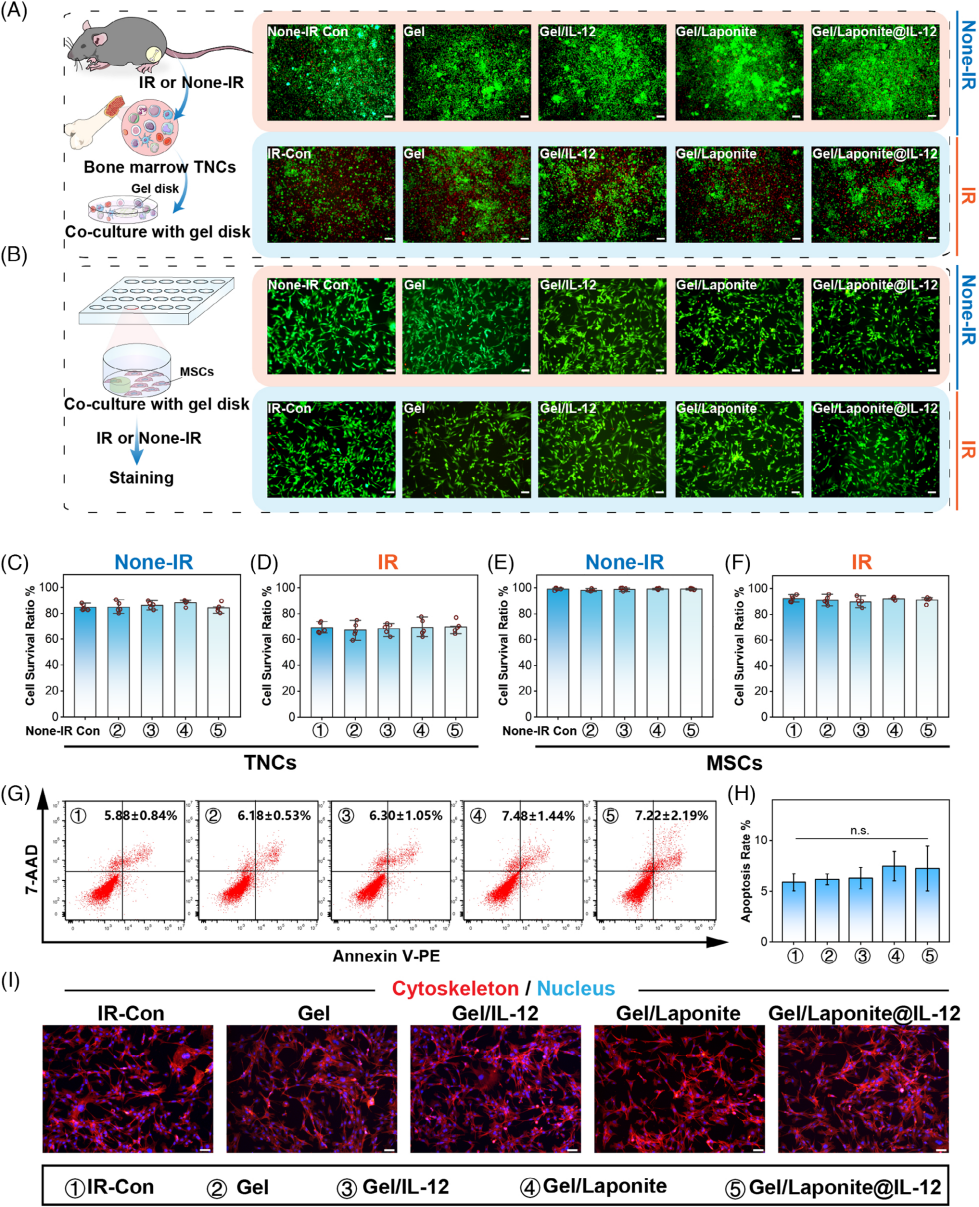
Characterization of hydrogel biocompatibility in vitro. The effects of hydrogel on the survival of bone marrow (BM) total nucleated cells (TNCs) (A) and bone marrow‐mesenchymal stem/stromal cells (BM‐MSCs) (B) under irradiated (IR) or none‐irradiated (None‐IR) conditions; the effects of hydrogel on the cell survival ratio of TNCs (C, D) and BM‐MSCs (E, F) under IR or None‐IR conditions (*n* = 5); (G, H) the effects of hydrogel on the apoptosis of BM‐MSCs (*n* = 3); (I) images of the morphological changes of BM‐MSCs subsequent to the hydrogel under IR conditions (scale bar = 100 µm).

### 2.3 RGD‐Alg/Laponite@IL‐12 hydrogel promoted survival and hematopoietic recovery after irradiation

To evaluate the protective effects of the IL‐12 sustained‐release hydrogel system on mice exposed to irradiation, body weight, survival, and hematopoietic recovery were measured after irradiation with 5 Gy or 7 Gy (sublethal‐dose). The animal received intraosseous injections of normal saline (IR‐Con) and different hydrogels (Gel, Gel/IL‐12, Gel/Laponite, Gel/Laponite@ IL‐12) rapidly within 1 h after irradiation. Following exposure to 5 Gy irradiation, no distinct differences in body weight percentage among the groups were observed (Figure S3A). However, sublethal‐dose irradiated mice that received Gel/Laponite@IL‐12 hydrogel showed obviously less body weight loss compared to animals that received normal saline (Figure 3A). Furthermore, the survival ratio increased significantly in the Gel/Laponite@IL‐12 group (Figure 3B), with a significant difference observed between the IR‐Con and the Gel/Laponite@IL‐12 treated group.

**FIGURE 3:**
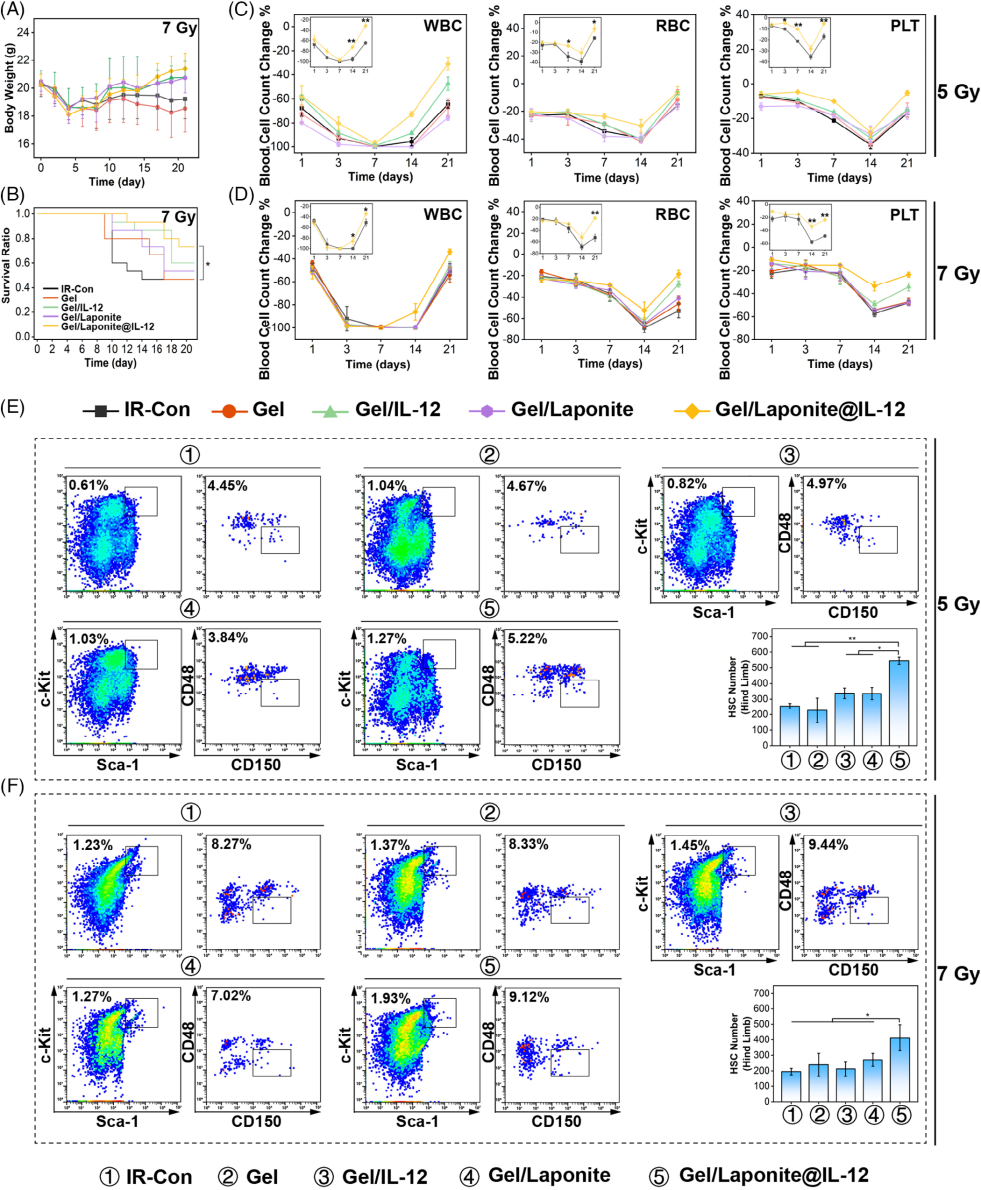
Hydrogel‐enhanced hematopoietic stem cells (HSCs) regeneration after total body irradiation (TBI). (A) Body weights of mice with different treatments after receiving the 7 Gy irradiated dose; (B) the effects of different treatments on the survival ratio of mice after sublethal‐dose irradiation (7 Gy); Gel/Laponite@IL‐12 promoted the recovery of peripheral blood cell count (PBCC) after 5 Gy irradiation (C) and attenuated the decline of PBCC after 7 Gy irradiation (D); The percentages and the numbers of HSCs in the bone marrow of 5 Gy (I) or 7 Gy (J) irradiated mice on day 7 after receiving different treatments.

The peripheral blood cell count (PBCC) and BM pathological morphology were also investigated. The results presented in Figure 3C,D indicated that compared to the IR‐Con group, the Gel/Laponite@IL‐12 treatment effectively prevented peripheral blood cell decrease to nadir and promoted the recovery of PBCC in irradiated mice. In Figure S4, the BM structure and cellularity of the irradiated mice displayed severe damage on day 7, however, mice treated with Gel/Laponite@IL‐12 showed noticeably higher levels of TNC in their femurs. Lastly, to assess the impact of this gel on the restoration of functional HSCs, BM TNCs were isolated and analyzed by flow cytometry (Figure S3B). As shown in Figure 3E, on day 7 following the 5 Gy irradiation, mice treated with Gel/Laponite@IL‐12 displayed increased numbers of HSCs compared to the IR‐Con. Similarly, after sublethal‐dose irradiation, there was also a greater number of HSCs in Gel/Laponite@IL‐12‐treated mice (Figure 3F). The increased number of HSCs indicated that Gel/Laponite@IL‐12 protects from irradiation damage by promoting the recovery of hematopoiesis. In addition, after 7 Gy irradiation, there was no significant difference in survival (Figure S3D) or weight change (Figure S3E) between mice treated with IL‐12 and Gel/IL‐12. Similar results were also observed in the recovery of PBCC (Figure S3F) and HSCs (Figure S3G,H).

### 2.4 Gel/Laponite@IL‐12 hydrogel accelerated hematopoietic microenvironment repair by promoting the proliferation, secretion, and osteogenic differentiation of BM‐MSCs

Given the crucial role of BM‐MSCs in hematopoietic reconstitution after exposure to irradiation, we therefore asked whether Gel/Laponite@IL‐12 had effects on BM‐MSCs. We first evaluated the change in the number of BM‐MSCs in the BM of irradiated mice that received different treatments (Figure 4A). According to flow cytometric analysis, no significant differences were observed in the percentages of BM‐MSCs between BM samples from the IR‐Con, Gel, and Gel/IL‐12 groups. However, there was a significantly increased number of BM‐MSCs in Gel/Laponite and Gel/Laponite@IL‐12‐treated mice (Figure 4B,C).

**FIGURE 4:**
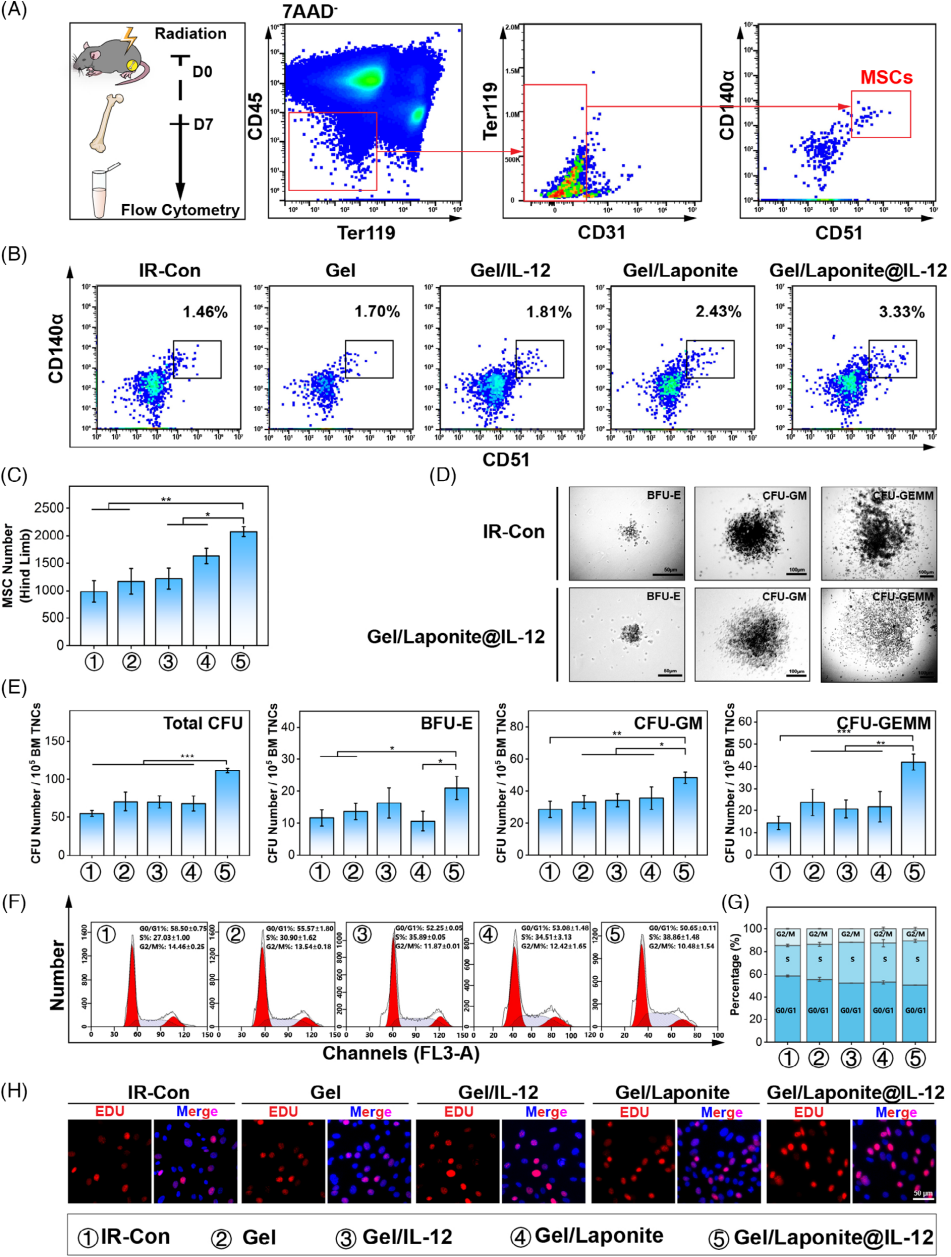
Hydrogel increased the number and secretion function of bone marrow‐mesenchymal stem/stromal cells (BM‐MSCs). (A) Schematic diagram of the experimental process and representative flow cytometry analysis of BM‐MSCs; (B, C) percentages and number of BM‐MSCs in the bone marrow of irradiated mice on day 7 after receiving different treatment (*n* = 3); (D, E) analysis of the hematopoietic colony formation ability of the TNCs after co‐culture with BM‐MSCs which receiving different treatments; (F, G) the cell cycle analysis of BM‐MSCs was conducted 48 h after receiving various treatments (*n* = 3); (H) displays representative images of EdU‐positive cells in BM‐MSCs under different conditions after 48 h (scale bar = 50 µm).

The main mechanism of radiation protective activity of BM‐MSCs involves secretory effects to promote hematopoietic reconstitution.^8^ Subsequently, we investigated the impact of various treatments on the secretion function and proliferation of BM‐MSCs in vitro. Figure 4D,E shows the total number of BM‐derived colony‐forming units (CFUs), specifically burst‐forming unit‐erythroid (BFU‐E), CFU‐granulocyte and macrophage (CFU‐GM), and CFU‐granulocyte, erythrocyte, monocyte, megakaryocyte (CFU‐GEMM), notably increased in the group co‐cultured with Gel/Laponite@IL‐12‐treated BM‐MSCs compared with the IR‐Con group. Thus, Gel/Laponite@IL‐12 treatment may promote hematopoietic recovery after irradiation by improving the secretory function of BM‐MSCs. The cell cycle assay revealed that Gel/Laponite@IL‐12 treatment caused more BM‐MSCs to enter the S phase. Conversely, IR‐con treatment led to greater G0/G1 phase arrest (Figure 4F,G). Consistent with cell cycle analysis, the Gel/Laponite@IL‐12‐treated BM‐MSCs expressed more EdU‐positive cells compared to the IR‐Con group (Figure 4H). These cell proliferation‐related results indicated that Gel/Laponite@IL‐12 treatment could effectively promote the proliferation of BM‐MSCs in vitro and in vivo after irradiation, which was conducive to the recovery of the hematopoiesis.

After co‐culturing with different gels for 48 h, RNA‐seq was conducted to examine the transcriptome profile of BM‐MSCs. 

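The BM-MSCs were mouse cells that had received 5 Gy of radiation, and 3 libraries were sequenced for each of the 5 groups. IR-Con was cultured without a gel, and the other groups with Gel, Gel/IL-12, Gel/Laponite or Gel/Laponite@IL-12. The supplement states that a company sequenced the RNA on a HiSeq platform. The authors deposited raw read counts per gene and library, on the mouse genome build GRCm38, with FPKM values and with the log2 fold change and adjusted p of their own comparison for each pair of groups. The total count per library ran from 14506459 to 16568349 in IR-Con (median 15672085) and from 15202745 to 16524896 in Gel (median 15428302). It ran from 16340316 to 17818982 in Gel/IL-12 (median 16790175), from 15789122 to 17477185 in Gel/Laponite (median 16227483) and from 15147272 to 16126329 in Gel/Laponite@IL-12 (median 15660219). Of the 54532 genes in the table, 15590 passed edgeR's filter on low counts and were tested. The counts were scaled by TMM, and all 15 libraries entered a single fit of edgeR's quasi-likelihood model, with p-values adjusted by the method of Benjamini and Hochberg. DEGs were genes with an adjusted p under 0.05. Levels are given as scaled counts (CPM) with the SD of 3 libraries. The gel effect is the mean of the 4 gel groups over IR-Con. The IL-12 effect is the mean of Gel/IL-12 and Gel/Laponite@IL-12 over the mean of Gel and Gel/Laponite, and the Laponite effect is the mean of Gel/Laponite and Gel/Laponite@IL-12 over the mean of Gel and Gel/IL-12. The comparisons, the edgeR and camera tests and 33 lists of genes were written down before the data were examined. Counts from limma's voom, with a weight each for IR-Con and for the gels, were added after the IR-Con libraries were seen to spread more. Each list was compared with all other genes by limma's camera with a preset correlation of 0.01 between genes. The paper states for its data in general, unless specified otherwise, that they come from at least 3 distinct experiments. Neither the labels nor the paper say this of the RNA-seq libraries in particular, so the p-values may measure technical spread only. The comparisons with IR-Con all share the same 3 IR-Con libraries.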

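Lcn2, Saa3, Hp, Cxcl5, Ptx3 and Cxcl1 were among the highest log2 fold changes of the gels over IR-Con. This ranking covers DEGs with a mean of at least 10 CPM and no overlap between gel and IR-Con libraries. Lcn2 encodes lipocalin 2, a secreted protein that sequesters bacterial iron carriers, and lies on chromosome 2 of GRCm38 from 32384633 to 32388252. Its level was 0.267 ± 0.232 CPM in IR-Con (SD, n = 3), 108 ± 3.93 CPM in Gel, 158 ± 8.09 CPM in Gel/IL-12, 131 ± 1.73 CPM in Gel/Laponite and 168 ± 5.9 CPM in Gel/Laponite@IL-12. The gel effect on Lcn2 was a log2 fold change of 9.03 (standard error 0.155, adjusted p = 9.08e-21 from edgeR). Saa3, which encodes the acute-phase protein serum amyloid A3 and lies on chromosome 7 from 46711998 to 46715700, had 0.937 ± 0.277 CPM in IR-Con and between 225 ± 1.82 CPM in Gel and 449 ± 35.2 CPM in Gel/Laponite@IL-12 (gel effect 8.46, standard error 0.108, adjusted p = 7.9e-23). The haptoglobin gene Hp (5.61), Cxcl5 and Cxcl1, which encode chemokines that attract neutrophils (5.49 and 4.26), and Ptx3, which encodes a pentraxin (4.61), rose as well. Of 25 measured genes of the list of NF-kB targets and inflammatory cytokines, 23 were higher in the gels, 1 was lower and 1 did not pass, and the counts adjusted over the list alone were the same (median log2 fold change 1.93, camera adjusted p = 5.93e-62, or 1.29e-06 with an estimated correlation). Of 32 genes of the hypoxia and glycolysis list, 28 were higher and 2 were lower, also when adjusted over the list alone (median 1.02, adjusted p = 6.81e-27, or 0.00222 with an estimated correlation). These included Pgk1, Pgam1 and Tpi1, which encode enzymes of glycolysis (1.19, 1.08 and 1.09). In Pgk1, only 46.1% of the 50-base windows of the gene's sequence occur in no other gene.

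Among DEGs with a mean of at least 10 CPM and no overlap between gel and IR-Con libraries, the lowest log2 fold change belonged to Igfbp5. Igfbp5 encodes a binding protein of insulin-like growth factors and lies on chromosome 1 from 72857932 to 72874884. It fell from 49.3 ± 3.1 CPM in IR-Con to 1.02 ± 0.52 CPM in Gel/Laponite@IL-12 (gel effect -5.86, standard error 0.118, adjusted p = 1.23e-19). Igf1, the growth factor itself, fell from 112 ± 16 CPM to 27.5 ± 0.938 CPM (gel effect -2.11, standard error 0.062, adjusted p = 1.01e-16). Edil3 and Smoc2, which encode secreted matrix proteins (-3.49 and -2.52), and Omd, which encodes the bone matrix protein osteomodulin (-2.40), were lower too.

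**Figure D1:**
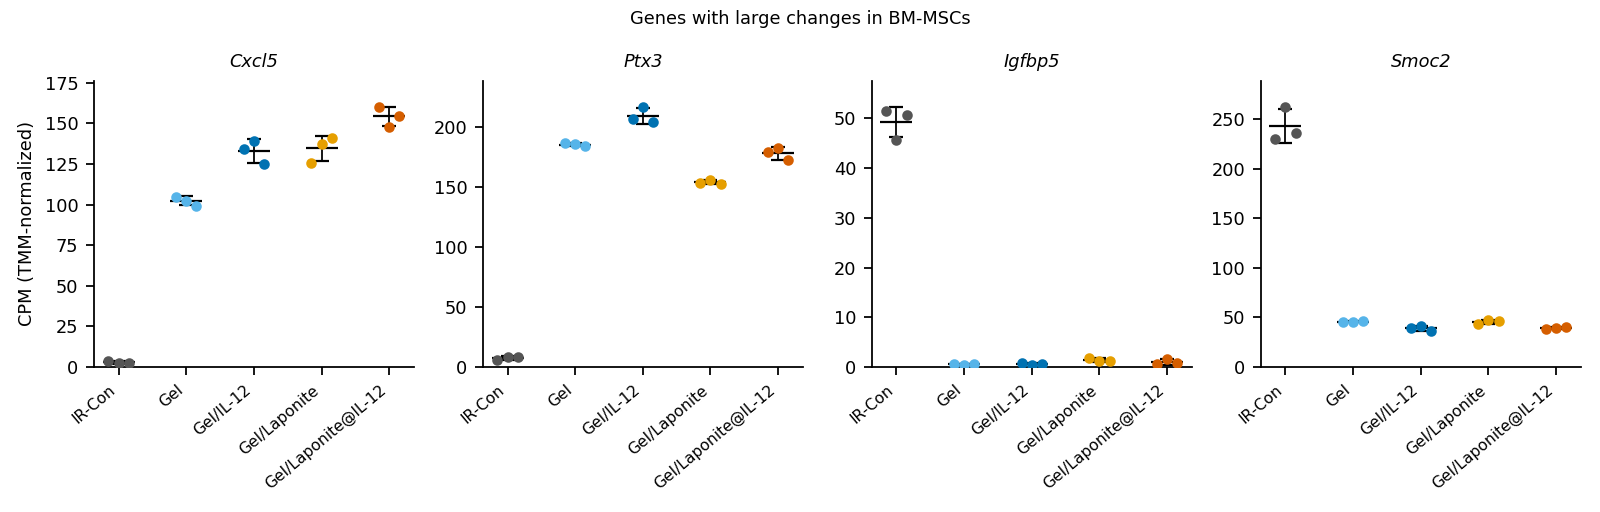
CPM of Cxcl5, Ptx3, Igfbp5 and Smoc2 in the 5 groups, with points for libraries, bars for the mean of 3 libraries and error bars for the SD. Cxcl5 and Ptx3 are high in all 12 gel libraries and low in IR-Con, and Igfbp5 and Smoc2 show the opposite.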

The top 50 differentially expressed genes (DEGs) between groups are listed in Figure S5A. 

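The nuclear long noncoding RNA Malat1 (chromosome 19, 5795690 to 5802672) took 0.356 to 0.542% of the counts in the IR-Con libraries and 0.0568 to 0.182% in the gel libraries. Its gel effect was a log2 fold change of -2.22 (standard error 0.25, adjusted p = 2.21e-05 from edgeR). Processed pseudogenes took 0.777 to 0.833% of the counts in IR-Con and at most 1.20% in the gels, where each library had more than any of IR-Con. IR-Con replicate 3 stood apart from the other 14 libraries by 3 measures of RNA content. Ribosomal RNA-like genes took 0.483% of its counts against 0.133 to 0.267% elsewhere, mitochondrial genes took 1.91% against 2.49 to 3.06%, and 23143 genes had a count against 20281 to 22706. The first principal component of the log2 CPM values held 48.6% of the variance and the second 8.7%. The mean distance between libraries of different groups was 1.308 times the mean distance within groups (permutation p = 1e-05, the smallest that 100000 permutations of the labels can give). Over the 12 gel libraries alone the ratio was 1.025 (permutation p = 0.00011), and their first component held 12.4% of the variance. The mean distance within a group was 72.5 in IR-Con and 42.5 to 44.8 in the gel groups. The coefficient of variation between libraries, estimated by edgeR beyond counting noise, was 17.1% in IR-Con and 3.52 to 4.05% in the gel groups.

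**Figure D2:**
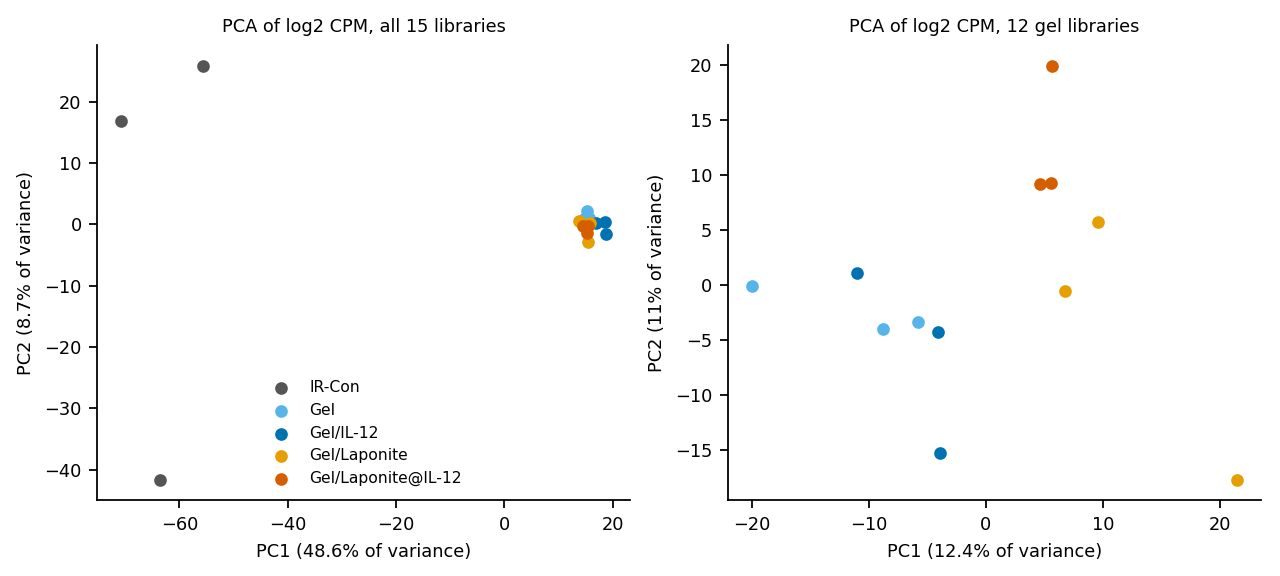
First and second principal components of the log2 CPM of 15590 genes, with a point for each of the 15 libraries coloured by group. The 3 IR-Con libraries lie apart from the 12 gel libraries along the first component.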

PCA analysis revealed homogeneity among replicate samples, suggesting the validity of the RNA‐seq data (Figure S5B). Moreover, different treatments dominantly affected the early events in BM‐MSCs, and most DEGs were exhibited between IR‐Con and other groups. 

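In Gel/Laponite over Gel, Higd1a and Bnip3, which encode mitochondrial proteins induced by low oxygen, had the highest log2 fold changes among DEGs with at least 10 CPM (0.68 and 0.64, adjusted p = 0.000755 for both from edgeR). Of the 50-base windows of their sequence, 75.6% in Higd1a and 52.8% in Bnip3 occur in no other gene. Atoh8, a transcription factor gene induced by BMP, was lower (-0.79, standard error 0.123, adjusted p = 0.0024). In Gel/Laponite@IL-12 over Gel, Saa3 rose 1.99-fold (standard error 0.063 on the log2 scale, adjusted p = 8.01e-09), and Atoh8, Id2 and Id1, the last pair also targets of BMP, were lower (-0.89, -0.78 and -0.77).

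Between each gel and IR-Con, edgeR called 6968 DEGs in Gel (3571 higher and 3397 lower), 7255 in Gel/IL-12 (3734 and 3521), 6997 in Gel/Laponite (3617 and 3380) and 6924 in Gel/Laponite@IL-12 (3578 and 3346). These were 44.4 to 46.5% of the genes tested. The mean of the gels differed from IR-Con in 8573 genes, 4277 of them higher and 4296 lower. Between gels, 2 genes (Saa3 and Lcn2) differed between Gel/IL-12 and Gel, 51 between Gel/Laponite and Gel, 49 between Gel/Laponite@IL-12 and Gel, 8 between Gel/Laponite and Gel/IL-12, 47 between Gel/Laponite@IL-12 and Gel/IL-12, and 1 (Saa3) between Gel/Laponite@IL-12 and Gel/Laponite. Without IR-Con replicate 3, these 6 counts were 46, 246, 188, 102, 227 and 27. Leaving out another library took them down to 1 (Gel replicate 1), 19 (Gel replicate 3), 25 (Gel/Laponite@IL-12 replicate 2), 3 (Gel/IL-12 replicate 2), 12 (Gel/Laponite@IL-12 replicate 2) and 0 (Gel replicate 1). On simulated counts with the spread of these libraries and 200 changed genes, edgeR called 257 genes between Gel and IR-Con. Of these, 131 (51%) had not been changed, a share that does not carry over to the far larger number of real calls. IR-Con was given its own, larger spread there, and no simulation with equal spread was run. At the p limit of the real DEGs (0.0223), 8.58% of the unchanged genes passed, so part of the DEGs against IR-Con may be false. Limma's voom, added after the data were seen, with 15.4% of its calls false in the same simulation, called 4714, 5051, 4803 and 4701 real genes against IR-Con. For Gel/IL-12 against Gel, the simulation showed edgeR to be too strict. Only 1.1% of unchanged genes had an unadjusted p under 0.05, and 18% of genes changed 1.25-fold were called. Counts of 0 between gels therefore do not exclude small changes. Between gels, DESeq2 called 12, 98, 85, 33, 81 and 9 genes, and edgeR on only the 6 libraries of each comparison called 433, 835, 469, 314, 669 and 158. In the authors' deposited table, at an adjusted p under 0.05, the paper's own counts against IR-Con are 4239, 4636, 4247 and 4144 in the same order, of which 4177, 4544, 4183 and 4078 were also called here. The paper's own counts between gels are 229, 431, 266, 171, 392 and 170, with 2, 40, 49, 6, 44 and 1 also called here. The paper states that the treatments acted mainly on early events in BM-MSCs and that most DEGs lay between IR-Con and the other groups.

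**Figure D3:**
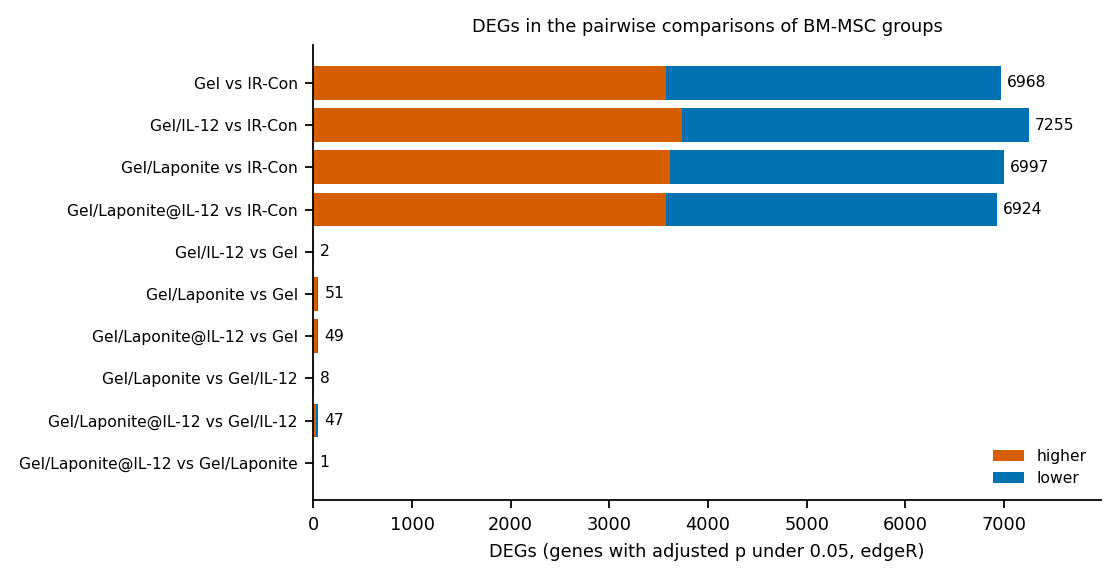
Number of DEGs in each of the 10 comparisons of 2 groups, higher and lower in the first named group. The 4 comparisons with IR-Con each have at least 6924 DEGs, and the 6 comparisons between gels have at most 51.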

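Genes of cell division were higher in every gel than in IR-Con. Cdc6, which loads the helicase onto replication origins, lies on chromosome 11 from 98907801 to 98923940 and rose from 7.76 ± 0.643 CPM in IR-Con to 17.0 ± 1.04 CPM in Gel/Laponite@IL-12 (SD, n = 3; log2 fold change 1.13, adjusted p = 5.41e-08 from edgeR). Mcm5, a subunit of that helicase, rose from 42.8 ± 4.8 to 103 ± 2.35 CPM (gel effect 1.29, adjusted p = 2.97e-14), and Plk1, a mitotic kinase, had a gel effect of 1.32 (adjusted p = 7.02e-13). Of 46 genes of DNA replication, 44 were higher in the gels and none was lower (45 and none when adjusted over the list alone), with a median log2 fold change of 0.67 (camera adjusted p = 3.07e-19, or 6.76e-06 with an estimated correlation). All 50 genes of G2 and mitosis were higher, also when adjusted over the list alone (median 0.98, adjusted p = 6.9e-44, or 2.87e-06 with an estimated correlation). Cdkn1a, which encodes the cell cycle inhibitor p21, fell from 53.8 ± 7.63 to 27.7 ± 2.74 CPM (gel effect -1.06, adjusted p = 1.63e-10). Of 28 p53 targets, 4 were higher and 10 were lower, the same as when adjusted over the list alone, and the list did not pass (camera adjusted p = 0.633).

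The 16 cell cycle genes of Table S2 were all higher in the mean of the gels (median log2 fold change 0.59, camera adjusted p = 1.49e-06, or 0.00176 with an estimated correlation), and all 16 when adjusted over the list alone. The study chose these genes, so neither the counts nor the camera test is independent evidence. In Gel/Laponite@IL-12 over IR-Con, 15 of the 16 were higher. Chek1, a checkpoint kinase gene, rose from 10.7 ± 1.58 to 20.4 ± 0.695 CPM, and Cdc25c, which encodes a phosphatase that opens mitosis, from 5.85 ± 0.902 to 12.7 ± 0.616 CPM (log2 fold changes 0.92 and 1.12). Cdc25a (0.26, adjusted p = 0.0044), Cdk6 (0.36, adjusted p = 0.000254) and Cdk2 (0.24, adjusted p = 0.00375) rose less. With only the 6 libraries of the comparison, the adjusted p was 0.0571 for Cdc25a and 0.0509 for Cdk2. Both calls also ended with limma's voom, added after the data were seen (0.0696 and 0.0787), and in the authors' deposited table the paper's own adjusted p is 0.098 and 0.0975. Tgfb1 did not pass (0.16, adjusted p = 0.125), but passed without IR-Con replicate 3 (adjusted p = 0.0328). For the IL-12 effect, edgeR called 0 genes in each of these 3 lists, at an unadjusted p under 0.05 it found 0 of the replication genes, 1 of the mitosis genes and 1 of the Table S2 genes, and DESeq2 and limma's voom called 0 in each. The mitosis list had a median IL-12 effect of 0.02 and did not pass (camera adjusted p = 0.127), but passed without IR-Con replicate 3 (0.0463) and with DESeq2 (0.0273). With an estimated correlation its adjusted p was 0.792, and 0.159 in a fit of the 12 gel libraries.

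**Figure D4:**
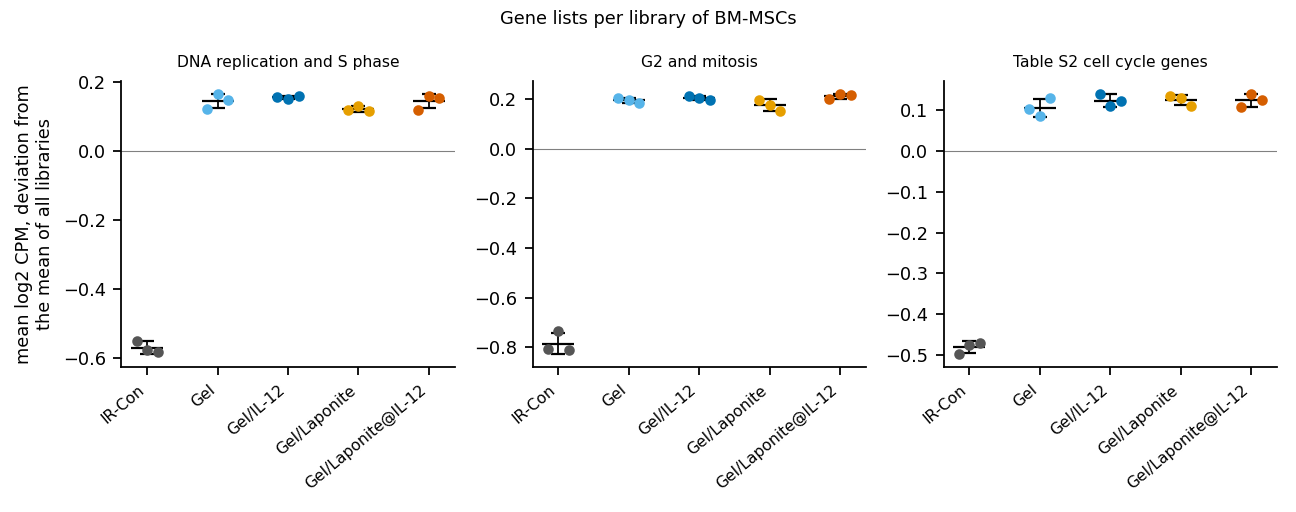
Mean log2 CPM of the DNA replication list, the G2 and mitosis list and the Table S2 cell cycle genes in the 5 groups, as the deviation from the mean of all libraries. Points are libraries, bars the mean of 3 libraries and error bars the SD. The points of each list are lower in IR-Con and lie at similar heights in all 4 gels.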

The heatmap of cell cycle‐related genes from various treatments also suggested that there was a large fluctuation between groups (Figure 5A). We investigated the expression change of 16 cell‐cycle‐related molecules of BM‐MSCs that received different treatments. As shown in Figure 5B–E, the expression of *Checkpoint Kinase 1* (*CHEK1*), *Cell Division Cycle 6 (CDC6)*, *Cell Division Cycle 25A (CDC25A)*, *Cyclin‐Dependent Kinase 6 (CDK6)*, *Cyclin‐Dependent Kinase 2 (CDK2)*, and *Cell Division Cycle 25C (CDC25C)* were increased by Gel/Laponite@IL‐12 treatment. Furthermore, the expression of CDC25A and CDC25C on the protein level was also obviously up‐regulated by this gel treatment (Figure 5F). CDC25 phosphatases are critical regulators of cell cycle progression by phosphorylating cyclin‐dependent kinases (CDKs), and CDK2 phosphorylation plays a key role in CDK2 activation and the entrance of phase S. Therefore, we investigated the effects of Gel/Laponite@IL‐12 treatment on CDK2 phosphorylation (T14, Y15, and T160). The phosphorylation of Y15 and T14 decreased along with the up‐regulation of T160 phosphorylation in BM‐MSCs that received Gel/Laponite@IL‐12 treatment (Figure 5F). These results suggested that our hydrogel system treatment could effectively increase CDK2 activity, although it had no obvious effect on the total protein levels of CDK2 (Figure 5G). The aforementioned results provide further evidence that hydrogel treatment effectively stimulates BM‐MSCs proliferation through up‐regulation of CDC25 and activation of CDK2.

**FIGURE 5:**
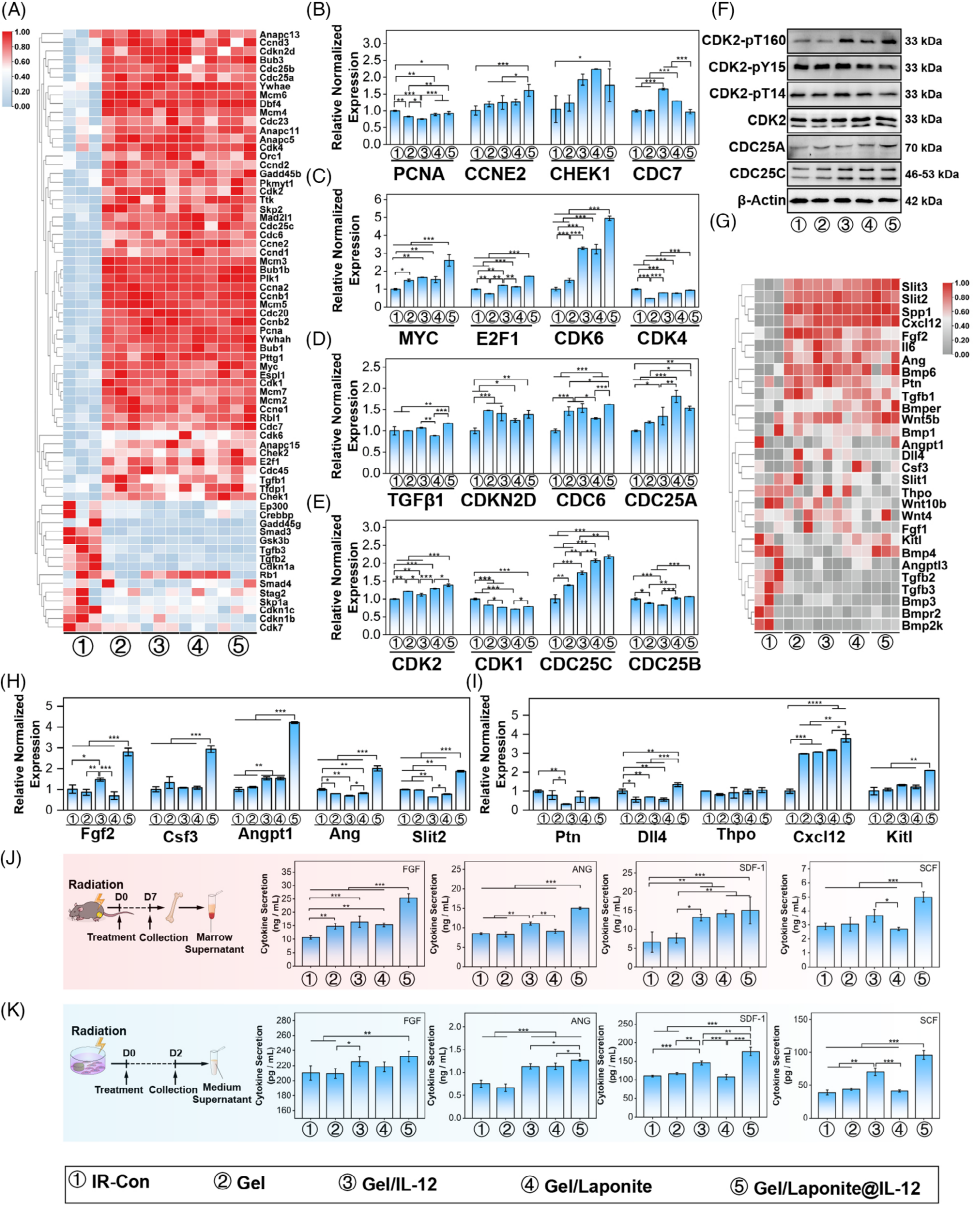
(A) Heatmap showing expression of cell cycle‐related genes. (B–E) Expression changes of cell cycle‐related genes in bone marrow‐mesenchymal stem/stromal cells (BM‐MSCs) with different treatments (*n* = 3). (F) Expression of cell cycle‐related proteins in BM‐MSCs after receiving different treatment. (G) Heatmap showing the expression of hematopoietic factor‐related genes. (H, I) Changes in mRNA levels of hematopoietic factors in BM‐MSCs after receiving different treatments (*n* = 3). (J) Levels of hematopoietic factors level in the bone marrow supernatant of irradiated mice on day 7 after receiving different treatments (*n* = 4). (K) Hematopoietic factors produced by BM‐MSCs which under different conditions (*n* = 4).

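All 69 genes whose names can be read in the heatmap of Fig. 5A were measured. In the mean of the gels over IR-Con, 54 were higher and 15 were lower. In Gel/Laponite@IL-12, 53 were higher, 14 were lower and 2, Tgfb1 and Rb1, did not pass. The higher genes include Ccnb1 and Cdc20, which drive entry into and exit from mitosis (log2 fold changes 1.31 and 1.42 in Gel/Laponite@IL-12), and Ccne1, a cyclin of the start of S phase (1.36). The lower genes include 3 inhibitors of cyclin-dependent kinases, Cdkn1a (-0.96), Cdkn1b (-0.42) and Cdkn1c (-0.77), and the growth inhibitor Tgfb2 (-0.65). By group means, 15 of the genes had their highest level in IR-Con, 11 in Gel, 17 in Gel/IL-12, 11 in Gel/Laponite and 15 in Gel/Laponite@IL-12. Between gels, edgeR called 0 of the 69 in each of the 6 comparisons, with 1 to 3 genes at an unadjusted p under 0.05. DESeq2 called 0 as well, and limma's voom called at most 1. The genes were read from a picture, so they were counted only and not tested as a set. All 69 were DEGs for the mean of the gels, against 55% of all genes tested. The heatmap shows these same libraries, and the paper's text does not say how its genes were chosen. The panel may have been picked from DEGs, so these tallies against IR-Con are not independent evidence.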

Next, we explored the impact of Gel/Laponite@IL‐12 treatment on the secretion of BM‐MSCs after irradiation. As shown in Figure 5G, the expression of hematopoietic growth factors (HGFs) changed markedly after different treatments. 

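Cxcl12, which encodes the chemokine that retains stem cells in the bone marrow, lies on chromosome 6 from 117168535 to 117181367. It had 427 ± 11.7 CPM in IR-Con (SD, n = 3), 910 ± 3.52 in Gel, 983 ± 13.6 in Gel/IL-12, 987 ± 7.68 in Gel/Laponite and 1018 ± 24.6 in Gel/Laponite@IL-12. The log2 fold change in Gel/Laponite@IL-12 over IR-Con was 1.25 (standard error 0.043, adjusted p = 2.58e-15 from edgeR). The guidance factor genes Slit2 and Slit3 (1.11 and 1.63), the cytokine gene Il6 (4.03), and the growth factor genes Hgf (1.73), Fgf7 (1.26) and Fgf2 (0.54) were higher in the same comparison. Il6 rose from 0.668 ± 0.147 to 11.0 ± 0.858 CPM. Kitl, which encodes stem cell factor, had 79.2 ± 10.2 CPM in IR-Con and 74.2 ± 4.18 CPM in Gel/Laponite@IL-12 and did not pass (-0.10, adjusted p = 0.309), but was lower without IR-Con replicate 3 (-0.17, adjusted p = 0.0273). Angpt1 (-0.03) and Ptn (0.02), 2 further factors of the stem cell niche, did not pass. Thpo, which encodes thrombopoietin, was lower (-0.59, adjusted p = 0.0373), a call that ended without IR-Con replicate 1 (adjusted p = 0.106), IR-Con replicate 2 (0.0858), or Gel/Laponite@IL-12 replicate 1 (0.0728) or replicate 3 (0.135), and with DESeq2 (0.0806). Igf1 (-2.02), Tgfb2 (-0.65) and Tgfb3 (-0.64) were lower.

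Of 31 measured niche and hematopoietic factors, 15 were higher in Gel/Laponite@IL-12 than in IR-Con, 6 were lower and 10 did not pass, the same as when adjusted over the list alone (median log2 fold change 0.16, mean 0.49, camera adjusted p = 6.62e-06, or 0.00204 with an estimated correlation). Of the 8 hematopoietic factors of Table S2 that were measured, 4 were higher and 1 was lower, also when adjusted over the list alone (camera adjusted p = 0.00173, but 0.143 with an estimated correlation). The study chose these factors, so neither the counts nor the camera test is independent evidence. The other 2 factors of Table S2, Csf3 and Dll4, had 19 and 46 counts in all 15 libraries and fell below the filter. Of the 25 measured genes of Fig. 5G, 7 were higher in Gel/Laponite@IL-12 than in IR-Con, 6 were lower and 12 did not pass. By group means, 11 of the 25 were highest in IR-Con, 7 in Gel/Laponite@IL-12, 3 in Gel, 3 in Gel/IL-12 and 1 in Gel/Laponite. Among the gels, Bmp4 was higher with Laponite (0.39, adjusted p = 0.00154) and Fgf2 was lower (-0.32, adjusted p = 0.00337). For the IL-12 effect, edgeR called 0 of the 25 genes, with 3 at an unadjusted p under 0.05, DESeq2 called 0 and limma's voom called 1.

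**Figure D5:**
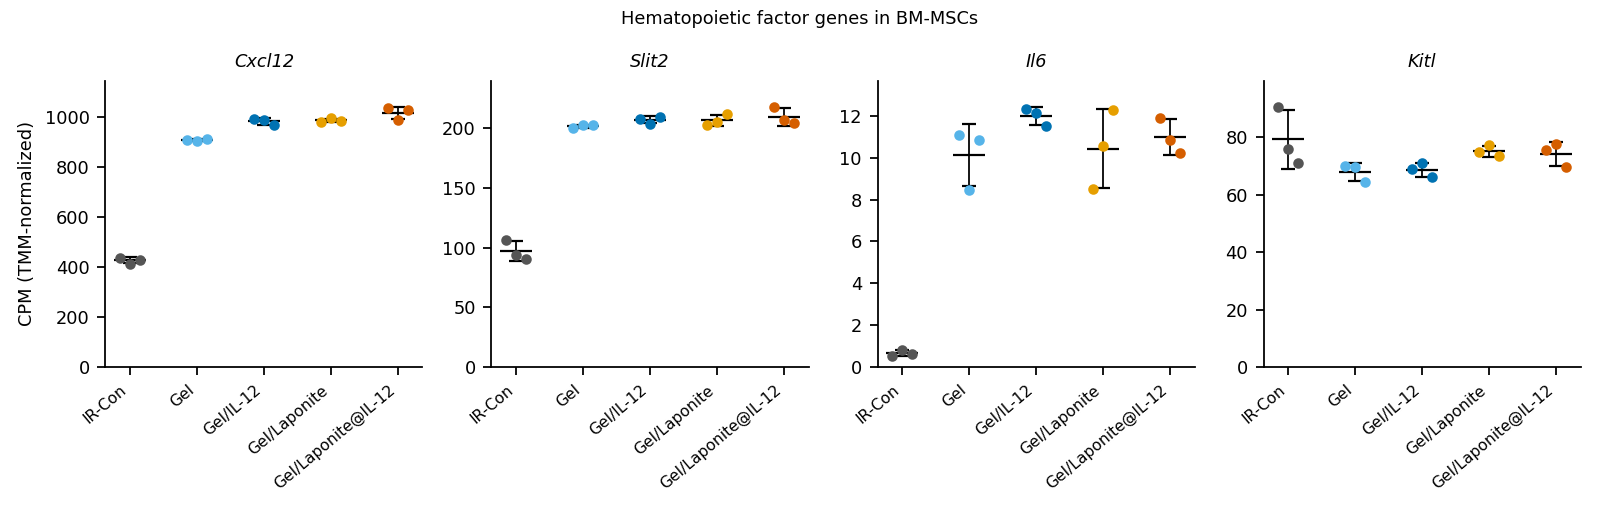
CPM of Cxcl12, Slit2, Il6 and Kitl in the 5 groups, with points for libraries, bars for the mean of 3 libraries and error bars for the SD. Cxcl12, Slit2 and Il6 are higher in all 4 gels than in IR-Con, and Kitl is not.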

We analyzed the expression of HGF mRNA in different treatment groups and found that HGFs had higher expression in the Gel/Laponite@IL‐12‐treated BM‐MSCs than in the other treatments (Figure 5H,I). Furthermore, the factors that changed the most significantly at the mRNA level were verified by enzyme‐linked immunosorbent assay (ELISA). As shown in Figure 5J, the Gel/Laponite@IL‐12‐treated mice had a higher cytokine concentration than other groups. Consistent with the in vivo results, the concentration of hematopoietic factors increased significantly in the Gel/Laponite@IL‐12 group after co‐culturing for 48 h (Figure 5K). Collectively, these findings indicate that Gel/Laponite@IL‐12 treatment could potentially aid in hematopoietic recovery by enhancing the proliferation and secretion of HGFs by BM‐MSCs.

Along with the degradation of the hydrogel system, the Laponite can release magnesium ions (Mg^2+^) and strontium ions (Si^2+^), which are beneficial to promote osteogenesis and relieve radiation‐induced myelosuppression.^31^ Furthermore, our previous study demonstrated that IL‐12 activated the signal transducer and activator of transcription 3 (STAT3) signaling pathway to enhance osteogenesis.^41^ Therefore, we investigated the impact of different treatments on the osteogenic differentiation of BM‐MSCs in vitro. As shown in Figure S6A–D, Gel/Laponite@IL‐12 treatment increased alkaline phosphatase (ALP) activity and extracellular mineralization. In addition, the osteogenic differentiation of BM‐MSCs induced by this gel system treatment showed a more obvious up‐regulation trend with a prolonged co‐culture time. Furthermore, the osteogenic‐related genes fluctuated with different treatments and expressed higher levels in the Gel/Laponite@IL‐12 group (Figure S6E). 

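Alpl, which encodes the alkaline phosphatase of bone, lies on chromosome 4 from 137741733 to 137796384. It had 7.84 ± 1.93 CPM in IR-Con (SD, n = 3), 17.1 ± 0.4 in Gel, 19.3 ± 1.3 in Gel/IL-12, 13.0 ± 0.559 in Gel/Laponite and 11.7 ± 0.786 in Gel/Laponite@IL-12. It was higher in Gel/Laponite@IL-12 than in IR-Con (log2 fold change 0.59, standard error 0.135, adjusted p = 0.00132 from edgeR) and lower with Laponite within the gels (-0.56, standard error 0.087, adjusted p = 0.00141). Spp1, which encodes osteopontin, rose from 188 ± 47.4 CPM in IR-Con to 1193 ± 23.2 CPM in Gel/Laponite@IL-12 (2.66, adjusted p = 1.06e-09). The collagen gene Col1a1 fell from 7394 ± 2244 to 4179 ± 69.2 CPM (-0.82, standard error 0.15, adjusted p = 0.000813), and Col1a2 (-0.68), Omd (-2.41) and Phex, which encodes a phosphate-regulating peptidase of osteocytes (-1.30), were also lower. Runx2, the transcription factor gene of the osteoblast lineage, had 70.9 CPM in IR-Con and 66.7 CPM in Gel/Laponite@IL-12 and did not pass (-0.09, adjusted p = 0.306), but was lower without IR-Con replicate 3 (-0.16, adjusted p = 0.018). Bglap, Sp7, Ibsp and Dmp1, which mark mature bone cells, and Bmp2 had 36, 16, 3, 29 and 5 counts in all 15 libraries and fell below the filter, so a difference was not detectable at this depth.

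Of the 15 measured genes of the osteogenic list, 3 were higher in Gel/Laponite@IL-12 than in IR-Con, 7 were lower and 5 did not pass, the same as when adjusted over the list alone (median log2 fold change -0.16), and the list did not pass (camera adjusted p = 0.289). limma's fry, which tests for a shared direction and not against other genes, gave 2.44e-05. Of the 12 measured genes of Fig. S6E, 2 were higher (Alpl and Vegfa), 5 were lower and 5 did not pass. By group means, 9 of the 12 were highest in IR-Con and 1 each in Gel/IL-12, Gel/Laponite and Gel/Laponite@IL-12. For the IL-12 effect, edgeR called 0 of the 12 genes, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2 and by limma's voom. In the fit of all 15 libraries, Alpl was the only DEG for the Laponite effect among the 3 measured Table S2 osteogenic genes, and it was lower. The same held when adjusted over the list alone (camera adjusted p = 8.09e-05, or 0.0132 with an estimated correlation). The study chose these genes, so neither the counts nor the camera test is independent evidence. In a fit of only the 12 gel libraries, chosen after the data were seen, 2 of the 3 were lower. Without a filter on low counts, this list did not pass (0.102).

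**Figure D6:**
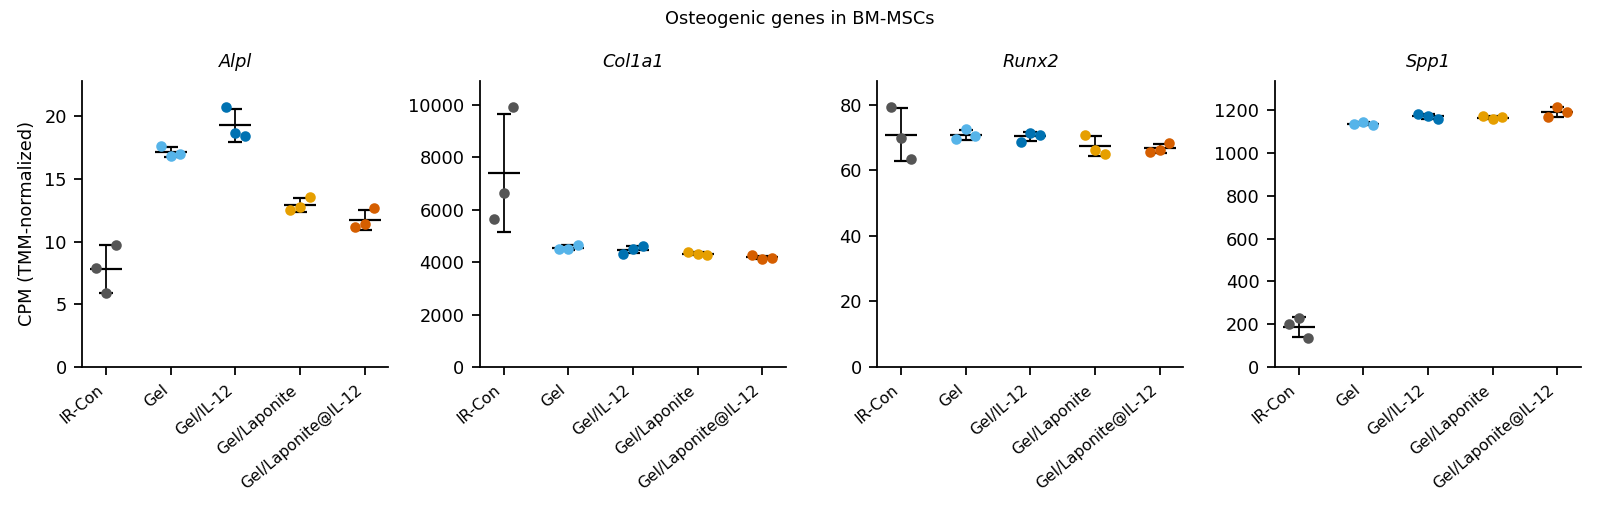
CPM of Alpl, Col1a1, Runx2 and Spp1 in the 5 groups, with points for libraries, bars for the mean of 3 libraries and error bars for the SD. Alpl is lower in the 2 gels with Laponite than in the other 2 gels, and Col1a1 varies most in IR-Con.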

The expression of osteogenesis‐specific genes also showed similar results. With the addition of Gel/Laponite@IL‐12 and the extension of co‐culture time, the expression of bone morphogenetic protein 2 (*BMP2*), *alkaline phosphatase (AKP), runt‐related transcription factor 2 (RUNX2), osteocalcin (OCN)* and collagen type I alpha 1 (*COLA1*) was significantly up‐regulated (Figure S6F–H). The expression of RUNX2 and OCN was also up‐regulated in Gel/Laponite@IL‐12‐treated BM‐MSCs on protein level at day 14 (Figure S6I). Together, these results suggested that Gel/Laponite@IL‐12 treatment enhanced osteogenic differentiation of BM‐MSCs.

### 2.5 IL12R‐PI3K/AKT signaling was involved in hydrogel‐induced BM‐MSC proliferation and promotion of HGFs secretion

Considering that the biological activities of IL‐12 depend on its receptors, we inquired whether HSCs and/or BM‐MSCs expressed the IL‐12 receptor (IL‐12R). As shown in Figure S7A, IL‐12R expression was found at very low levels in HSCs while IL‐12R expression was more abundant in BM‐MSCs and to be up‐regulated with the addition of IL‐12‐loaded gels. In BM‐MSCs, the expression of IL‐12‐related genes was found to be slightly down‐regulated in the IL‐12 unloaded group (Figure S7B). 

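Il12rb1, which encodes a chain of the IL-12 receptor, lies on chromosome 8 from 70808449 to 70821424 and was near the lower end of what was tested. It had 2.29 ± 0.733 CPM in IR-Con (SD, n = 3), 3.37 ± 0.892 in Gel, 3.48 ± 0.599 in Gel/IL-12, 3.64 ± 0.721 in Gel/Laponite and 3.03 ± 0.274 in Gel/Laponite@IL-12. The gel effect was a log2 fold change of 0.57 (adjusted p = 0.025 from edgeR), and the call ended without IR-Con replicate 1 (adjusted p = 0.109) or IR-Con replicate 2 (0.134). The IL-12 effect on Il12rb1 was -0.11 (standard error 0.17) and did not pass. Il12rb2, which encodes the other chain, had under 1 CPM in every group and was lower in the gels (-0.92, adjusted p = 0.0454), a call that ended with DESeq2 (0.127) and when any of 10 libraries was left out, among them IR-Con replicate 1 (0.203) and IR-Con replicate 3 (0.132). Stat3, which encodes a transcription factor downstream of the receptor, rose from 253 ± 5.15 CPM in IR-Con to 293 ± 4.22 CPM in Gel/Laponite@IL-12 (gel effect 0.20, adjusted p = 5.43e-05). The JAK family kinase genes Jak1 (0.21, adjusted p = 0.000482) and Jak2 (0.17, adjusted p = 0.0132) were higher in the gels, the latter not without IR-Con replicate 3 (adjusted p = 0.097).

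Of 9 measured genes of the IL-12 family and JAK/STAT list, 6 were higher in the gels, 2 were lower and 1 did not pass, the same as when adjusted over the list alone (median log2 fold change 0.20, mean 0.05), and the list did not pass (camera adjusted p = 0.65). limma's fry, which asks whether a list's genes move one way on balance, gave 0.000215. For the IL-12 effect, edgeR called 0 of the 9, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2 or limma's voom. Of the 7 measured genes of Fig. S7B, 4 were higher in the gels than in IR-Con and 1 was lower. By group means, 3 were highest in IR-Con, 2 in Gel/IL-12, 1 in Gel and 1 in Gel/Laponite. Il12a, Il12b, Il23a, Il23r and Stat4 had 75, 2, 32, 1 and 2 counts in all 15 libraries and fell below the filter.

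**Figure D7:**
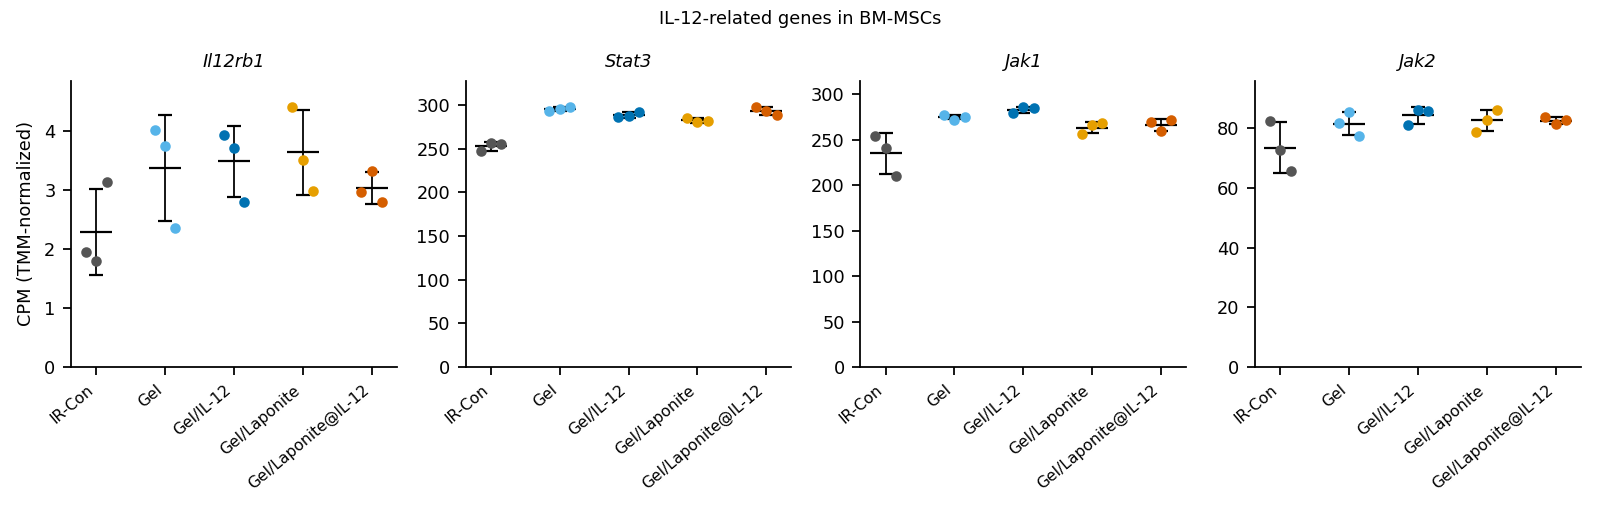
CPM of Il12rb1, Stat3, Jak1 and Jak2 in the 5 groups, with points for libraries, bars for the mean of 3 libraries and error bars for the SD. Levels are lower in IR-Con than in the gels and similar in gels with and without IL-12.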

As shown in Figure S7C,D, IL‐12R expression exhibited a dramatic up‐regulation after treatment of gels loaded with IL‐12, which was confirmed by immunofluorescence and western blotting assays. These results indicated that sustained release of IL‐12 effectively activated the expression of IL‐12R, and IL‐12‐mediated radioprotection of HSCs was through indirect effects on BM‐MSCs rather than directly on HSCs.

The Kyoto Encyclopedia of Genes and Genomes enrichment analysis was conducted on DEGs to determine the biological functions of BM‐MSCs with various treatments. In particular, the phosphoinositide 3‐kinase/Protein Kinase B (PI3K/AKT) signaling pathway emerged in most comparisons, suggesting its crucial role in responding to the different treatments (Figure 6A). Furthermore, the heatmap of the genes of the PI3K/AKT signaling pathway (Figure 6B) indicated that the activation level of the genes expressed a similar tendency as the total DEGs in Figure S5A. 

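Of 241 measured genes of the PI3K/AKT pathway, 142 were DEGs between Gel and IR-Con, 146 between Gel/IL-12 and IR-Con, 143 between Gel/Laponite and IR-Con and 136 between Gel/Laponite@IL-12 and IR-Con. The pathway's genes were written from general knowledge as 3 lists (signalling core, matrix and integrins, growth factors and receptors) and are not the KEGG release. In the matrix and integrin list, Thbs1, which encodes the adhesive protein thrombospondin 1, fell from 6098 ± 417 CPM in IR-Con (SD, n = 3) to 3273 ± 13.6 CPM in Gel/Laponite@IL-12 (log2 fold change -0.90, adjusted p = 1.51e-12 from edgeR). Itga10, which encodes a collagen receptor chain, had a gel effect of -2.52. Among the 53 measured genes of that list, 11 were higher in the gels and 29 were lower (11 and 31 when adjusted over the list alone), with a median log2 fold change of -0.22 (camera adjusted p = 0.000108, but 0.127 with an estimated correlation). Of 119 signalling core genes, 44 were higher and 37 were lower (45 and 37 when adjusted over the list alone), and of 69 growth factor and receptor genes 22 were higher and 15 were lower, also when adjusted over the list alone. Neither list passed camera (adjusted p = 0.805 and 0.458), and both passed fry (0.000445 and 0.000121).

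The shares of DEGs among the 241 genes were 58.9%, 60.6%, 59.3% and 56.4%, against 44.7%, 46.5%, 44.9% and 44.4% of all 15590 genes tested. By one-sided Fisher's exact tests the adjusted p was 3.08e-05, 3.08e-05, 3.08e-05 and 0.000344. For the lower genes alone it was 0.00146, 0.00146, 0.00146 and 0.00508, and for the higher genes alone 0.207 in each. Among DEGs of at least 2-fold the enrichment ended, with adjusted p of 0.514, 0.594, 0.514 and 0.514. Between gels, 2 of the genes were DEGs between Gel/Laponite and Gel and 2 between Gel/Laponite@IL-12 and Gel (adjusted p = 0.302 for both). For the lower genes alone in Gel/Laponite@IL-12 over Gel, 2 of 17, the adjusted p was 0.0463. The Laponite effect had 5 DEGs in the pathway (adjusted p = 0.124), but was enriched with DESeq2 (0.000398) and in a fit of only the 12 gel libraries, chosen after seeing the data (1.27e-07). In the other 4 comparisons between gels edgeR called 0 of the genes. At an unadjusted p under 0.05 it found 9 between Gel/IL-12 and Gel, 21 between Gel/Laponite and Gel/IL-12, 21 between Gel/Laponite@IL-12 and Gel/IL-12 and 6 between Gel/Laponite@IL-12 and Gel/Laponite. DESeq2 called 0, 0, 2 and 0 of the genes in these comparisons, and limma's voom called 1, 10, 9 and 0.

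**Figure D8:**
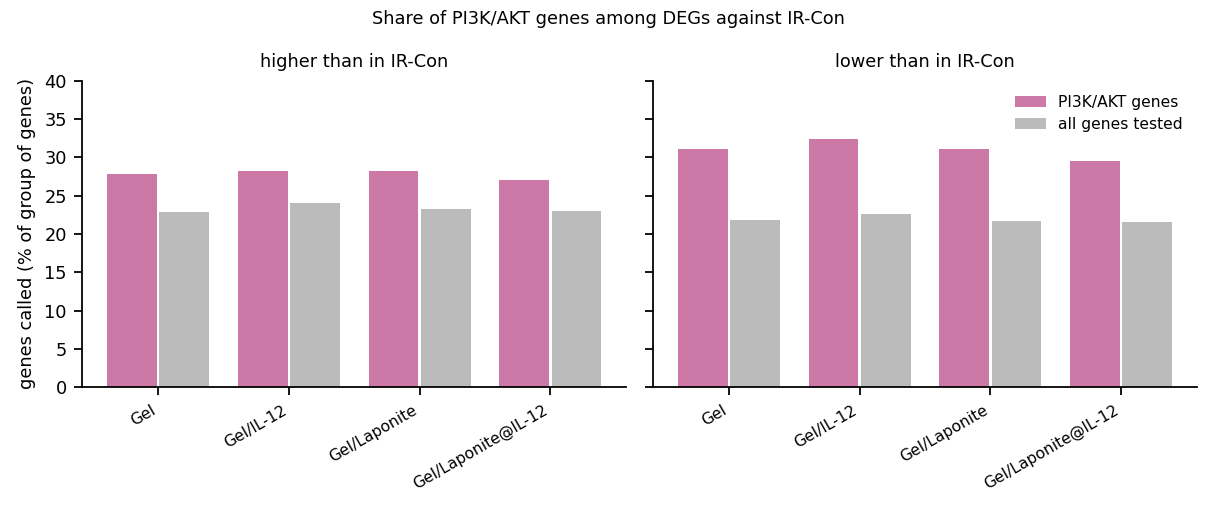
Percent of the 241 measured PI3K/AKT genes and of all 15590 tested genes that were DEGs higher or lower than in IR-Con, for each of the 4 gels. The bars of the pathway are higher than those of all genes in the 4 comparisons with IR-Con.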

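Akt1 lies on chromosome 12 from 112653821 to 112674884 and had 156.5 ± 20.1 CPM in IR-Con (SD, n = 3), 161.1 ± 1.72 in Gel, 159.4 ± 3.87 in Gel/IL-12, 160.2 ± 8.78 in Gel/Laponite and 154.5 ± 5.64 in Gel/Laponite@IL-12. The gel effect was a log2 fold change of 0.02 (adjusted p = 0.758 from edgeR), or 0.13 without IR-Con replicate 3 (adjusted p = 0.0064), and the IL-12 effect was -0.03 (standard error 0.048) and did not pass. Of the 36 genes of Fig. 6B, all measured, 12 were higher in Gel/Laponite@IL-12 than in IR-Con, 15 were lower and 9 did not pass. Gys1, which encodes glycogen synthase, a target of the pathway, rose from 58.5 ± 3.6 to 119.5 ± 3.47 CPM (1.03, adjusted p = 8.58e-12), and the chaperone gene Hsp90b1 (0.60) and the interleukin-4 receptor gene Il4ra (0.80) were higher as well. The growth hormone receptor gene Ghr (-0.54), the insulin-like growth factor receptor gene Igf1r (-0.26) and Thbs2 (-0.85) were lower. By group means, 17 of the 36 genes were highest in IR-Con, 8 in Gel, 6 in Gel/Laponite@IL-12, 4 in Gel/Laponite and 1 in Gel/IL-12. For the IL-12 effect, edgeR called 0 of the 36 genes, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2 and by limma's voom. In simulated counts for Gel/IL-12 against Gel, edgeR called 18% of genes changed 1.25-fold, so these counts do not exclude small changes.

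**Figure D9:**
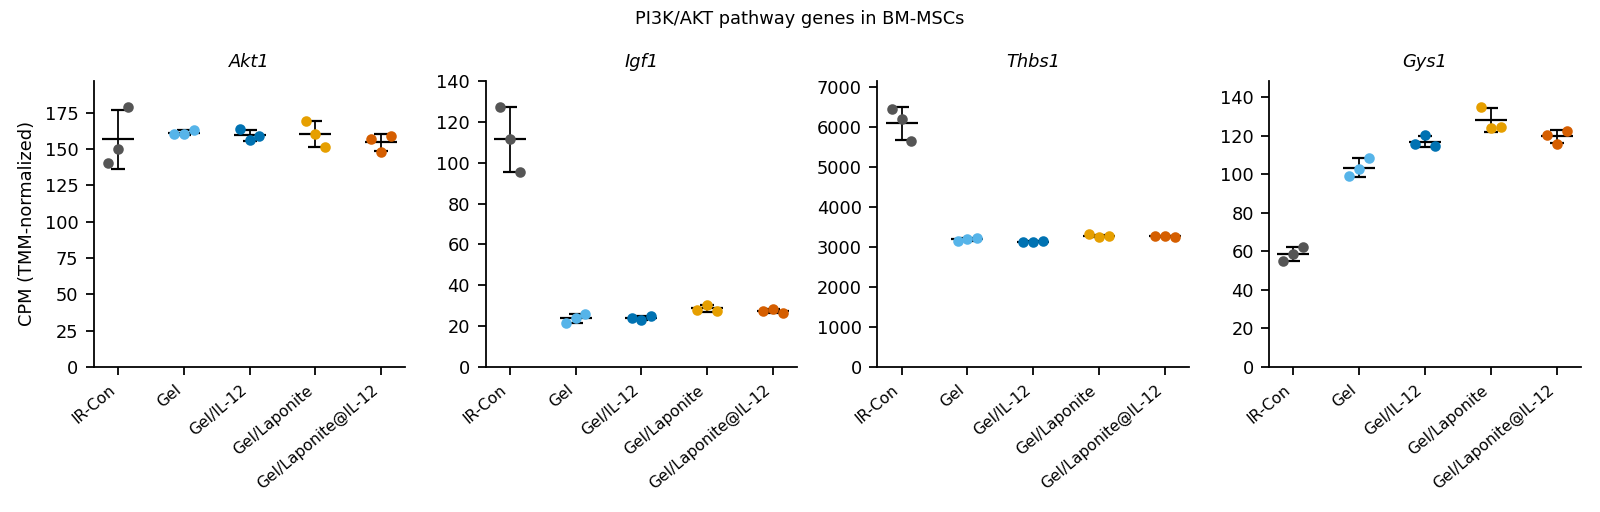
CPM of Akt1, Igf1, Thbs1 and Gys1 in the 5 groups, with points for libraries, bars for the mean of 3 libraries and error bars for the SD. Akt1 is level across the groups, Igf1 and Thbs1 are highest in IR-Con, and Gys1 is lowest there.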

To further investigate the activation of PI3K/AKT signaling among different groups, we assessed the expression of AKT, a pivotal component of the PI3K/AKT signaling pathway, at both the mRNA and protein levels (Figure 6C,D). Although pan‐AKT was not apparently different between groups of BM‐MSCs with or without hydrogel treatment, the mRNA level of *AKT1* and the phosphorylation of AKT (S473) was up‐regulated in the IL‐12‐loaded group (Figure 6C,D).

**FIGURE 6:**
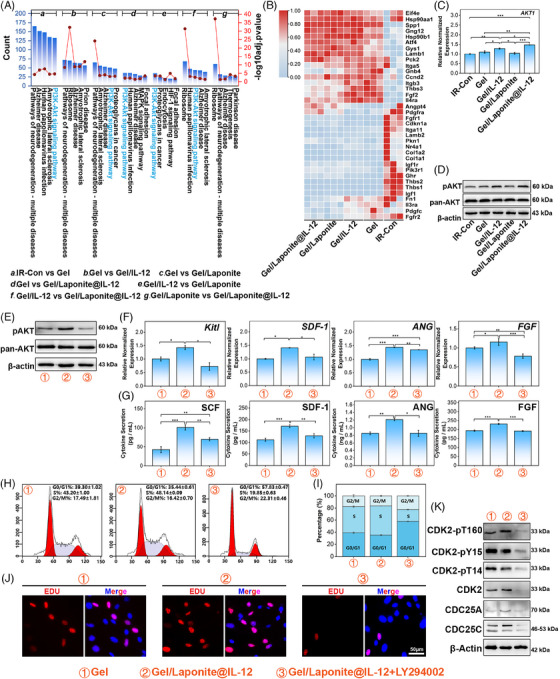
Hydrogel regulated the proliferation and secretion of bone marrow‐mesenchymal stem/stromal cells (BM‐MSCs) through the IL12R‐PI3K/AKT signaling pathway. (A) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of BM‐MSCs cultured in different conditions (the top five pathways sorted by gene count are shown). (B) Heatmap of the expression of PI3K/AKT related genes; changes in expression of pan AKT and p‐AKT in BM‐MSCs at mRNA (C) and protein levels (D); (E) PI3K/AKT inhibitor abolished the enhancement of p‐AKT which is regulated by hydrogel. (F–K) Hematopoietic factors produced by BM‐MSCs were weakened by exposure to the PI3K/AKT inhibitor. Expression of hematopoietic factors of BM‐MSCs on mRNA levels (F) and protein levels (G). (H–K) Cell proliferation of BM‐MSCs enhanced by hydrogel was inhibited by LY294002. (H, I) Cell cycle analysis of BM‐MSCs after receiving inhibitor treatment. (J) Representative images of EdU‐positive cells in BM‐MSCs under different conditions (scale bar = 50 µm); (K) the expression of cell cycle‐related proteins in BM‐MSCs under different conditions. (*n* = 3).

As shown in Figure 6E, LY294002, a PI3K/AKT inhibitor, abolished the up‐regulation of AKT phosphorylation caused by Gel/Laponite@IL‐12 treatment. Consistent with the result of AKT phosphorylation, the expression of hematopoietic factors at the mRNA (Figure 6F) and protein (Figure 6G) levels also reduced with the addition of the PI3K/AKT inhibitor.

The cell cycle and EdU incorporation assay were used to confirm the role of the PI3K/AKT signaling pathway in the hydrogel‐mediated proliferation of BM‐MSCs. As shown in Figure 6H,I, PI3K/AKT inhibitor treatment led to a G0/G1 phase arrest and interference with cell cycle progression, indicating that LY294002 effectively suppressed the proliferation induced by Gel/Laponite@IL‐12. In Figure 6J, the proportion of EdU‐positive cells decreased in the Gel/Laponite@IL‐12 group following the addition of the inhibitor. Furthermore, the protein expression of CDC25A and CDC25C were down‐regulated after the administration of the inhibitor. Simultaneously, total protein expression levels and phosphorylation of T160, Y15, and T14 of CDK2 decreased as a result of the use of an inhibitor (Figure 6K). Altogether, the results indicated that the PI3K/AKT signaling was involved in Gel/Laponite@IL‐12‐induced proliferation and HGF secretion of BM‐MSCs after irradiation.

## 3 DISCUSSION

As nuclear technology expands its reach across multiple domains, including military, energy, and medical fields, the urgency to investigate effective treatment approaches for ARS intensifies.^4^ A variety of aminothiol small molecules and HGFs, specifically G‐CSF, GM‐CSF, and EPO, have the ability to alleviate radiation‐induced myelosuppression.^4^, ^42^ It is worth noting that treatment with cytokines also presents major limitations, including low bioavailability and burst release of cytokines. In recent years, biomaterials have offered a novel avenue for the clinical application of cytokines, providing a new therapeutic strategy for ARS. In our study, we observed that a sustained release of IL‐12, facilitated by a nanoclay‐reinforced RGD‐Alg hydrogel, enhanced the recovery of hematopoiesis and supported the reconstitution of the hematopoietic microenvironment in a mouse model following a single intra‐BM injection. Our data demonstrated the advantages and possibilities of using an IL‐12 sustained‐release hydrogel for the treatment of H‐ARS, while also elucidating the underlying mechanisms of this hematopoietic restoration.

IL‐12 has been demonstrated to be a promising radiation medical countermeasure for the H‐ARS, as it can improve survival rates and promote hematopoietic reconstitution in the murine and nonhuman primate model of H‐ARS.^5^, ^19^, ^43^ For example, injecting mouse recombinant IL‐12 significantly improves survival rates and increases blood cell nadirs of acutely irradiated mice, accompanied by signs of hematopoietic recovery.^19^ In addition, treatment with IL‐12 also mitigates radiation damage to gastrointestinal tissues.^5^ Experimental results in nonhuman primates have also shown similar findings.^19^, ^43^ A further Phase II study suggested that the use of IL‐12 could improve blood profiles, slow down weight loss, and increase nadir counts of leukocytes, thrombocytes, and reticulocytes. Furthermore, IL‐12 enhanced immune function by improving multilineage progenitor compartments within the BM.^17^, ^44^ Regarding the mechanisms through which IL‐12 stimulates hematopoiesis, some studies have proposed that IL‐12 may restore hematopoiesis by inhibiting the P53‐dependent apoptotic pathway, while other research suggests that IL‐12 exerts its effects through interferon‐gamma (IFN‐γ).^45^, ^46^ However, IFN‐γ is a double‐edged sword in hematopoiesis: low doses of IFN‐γ can promote hematopoiesis and excessive IFN‐γ may inhibit hematopoiesis.^47^, ^48^ The toxicity of IL‐12 has been partly associated with excessive production of IFN‐γ. Thus, the side effects of IL‐12 remain a concern and have limited its application in clinical practice. For example, severe non‐hematological toxicity occurred in patients with multiple myeloma who received 250 ng/Kg intravenous IL‐12.^49^ IL‐12 can induce symptoms such as fever, abdominal pain, fatigue, and nausea when administered intravenously at 600 ng/Kg.^50^ Systemic‐to‐local administration is a highly effective strategy to reduce the side effects of most cytokines, whereas local and sustained drug release helps minimize the systemic toxicity associated with pro‐inflammatory factors. Furthermore, previous studies have documented that a combined strategy employing intra‐BM injection (IBMI) and biomaterials improves the therapeutic efficacy of co‐doped trace element calcium phosphate particles in treating osteoporosis.^51^ Therefore, we designed a biomaterial‐based delivery carrier with IBMI that could achieve local and sustained administration of IL‐12.

Alginate is usually used as a carrier for therapeutic proteins and has been shown to be safe in drug delivery applications.^52^ It can form egg‐box crosslinking in the presence of divalent metal cations, and this physical cross‐link leads to a microporous structure within the gel, which is conducive to the infiltration of tissue cells.^27^, ^30^, ^38^ However, this inner structure can induce a burst release of proteins, which partially explains why there was no significant difference between IL‐12 treatment and Gel/IL‐12 treatment in terms of mouse survival and hematopoietic repair after irradiation. However, the integration of nanoparticles has the potential to improve this undesirable characteristic of hydrogels.^27^ Laponite was selected as an incorporation particle to prevent the burst release of IL‐12 in our study. These nanoparticles engage with proteins through various forces, including hydrogen bonding, Van der Waals interactions, and electrostatic adsorption. Specifically, the negatively charged surface of the Laponite nanoclay has the ability to bind to positively charged domains on the protein, which can facilitate the sustained release of IL‐12 from the hydrogel.^31^ As a common thickener and plasticizer, Laponite can change the mechanical properties of materials.^53^ The alteration in stiffness could be attributed to the presence of free amine and carboxyl groups on the Alg base, together with the charged surface of the Laponite nanoclay.^30^ The Young's modulus of RGD‐Alg/ 1% Laponite hydrogel was ∼9 kPa, which was similar to the values of Young's modulus of BM at physiological temperature (0.25–24.7 kPa).^54^ In this study, Gel/Laponite@IL‐12 was specially crafted and utilized as a carrier to facilitate the localized and continuous release of IL‐12 over a period of 28 days.

The combined therapeutic strategy of IBMI and the sustained release IL‐12 hydrogel system could effectively improve the survival of mice under sublethal irradiation by enhancing multilineage hematopoietic reconstitution. The synergistic effect of topical and sustained‐release administration contributed to therapeutic outcomes. The excessive production of IFN‐γ accounts for the toxicity of IL‐12, and local administration or low‐dose attenuates these toxic effects.^21^, ^55^ In addition, the toxicity and the enhancement of hematologic recovery of IL‐12 were also related to the time of administration.^5^ Previous studies emphasized that a single injection of IL‐12 is sufficient to rescue radiation‐injured hematopoiesis and repeat dose regimens would lead to excessive clinical toxicity.^56^ Although a single intraosseous injection of IL‐12 (Gel/IL‐12) could mitigate radiation‐induced hematopoietic injury in mice, the Gel/Laponite@IL‐12 treated group could achieve much better clinical efficacy, including better recovery of PBCC, longer survival period, and a larger number of HSCs in this study. However, the underlying mechanism of IL‐12 leading to hematopoietic recovery remains controversial. Fardoun‐Joalland et al. reported that IL‐12 could directly enhance the cell colonies of BM mononuclear cells in vitro.^57^ In contrast, Chen et al. noted that there was no detectable expression of IL‐12R on the HSCs.^5^ Increasing evidence indicates that BM‐MSCs respond to IL‐12 stimulation, and this responsiveness is crucial for the reconstitution of the hematopoietic microenvironment and the recovery of hematopoiesis.^5^, ^41^ Our results are consistent with previous reports of no detectable IL‐12R in HSCs, but IL‐12R was highly expressed on the surface of BM‐MSCs. Furthermore, enhanced expression of IL‐12R was observed following Gel/IL‐12 or Gel/Laponite@IL‐12 treatment, and may be involved in the promotion of the proliferation and secretion function of BM‐MSCs.

The PI3K/AKT pathway plays a vital role as an intracellular signal transduction pathway, mediating various cellular responses such as cell survival, metabolism, proliferation, growth, and angiogenesis in reaction to extracellular stimuli^58^, ^59^; however, the involvement of the PI3K/AKT pathway in the proliferation and secretion of BM‐MSCs has not been reported yet. 

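With IL-12 within the gels, Lcn2 was 1.37-fold higher (IL-12 effect 0.46 on the log2 scale, standard error 0.053, adjusted p = 0.000214 from edgeR) and Saa3 1.41-fold (0.50, standard error 0.044, adjusted p = 4.28e-06). Cxcl5 was the third DEG (0.29, standard error 0.047, adjusted p = 0.0283), and its call ended when any of 11 gel libraries was left out, with adjusted p up to 0.269. Cxcl1 (0.29) and C3, which encodes complement component 3 (0.17), missed the threshold (adjusted p = 0.0555 for both). Without IR-Con replicate 3 both passed (5.07e-05 and 2.81e-06). Of 25 genes of the NF-kB list, 3 were higher with IL-12 and none was lower (8 and none when adjusted over the list alone), with a median log2 fold change of 0.10 (camera adjusted p = 5.64e-34, or 9.14e-06 with an estimated correlation). These 3 genes were all that edgeR called of 15590 tested, with 269 at an unadjusted p under 0.05, and 19 genes were called without IR-Con replicate 3 and 2 without Gel replicate 1. DESeq2 called 12 genes. The NF-kB list also moved with Laponite, by a median of 0.13, so its rise was not particular to IL-12. In the authors' deposited table, the paper's own log2 fold change of Saa3 is 0.583 in Gel/Laponite over Gel and 0.586 in Gel/IL-12 over Gel. For Lcn2 these are 0.282 and 0.555. Not every inflammatory gene followed, since Ptx3 was lower with Laponite in a fit of the 12 gel libraries (-0.26).

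Of the 241 measured PI3K/AKT genes, edgeR called 0 for the IL-12 effect, with 5 at an unadjusted p under 0.05 and 0 called by DESeq2 and by limma's voom. Small changes are not excluded, since edgeR called 18% of genes changed 1.25-fold in simulated counts for Gel/IL-12 against Gel. With only 3 of all 15590 genes called for this effect, a count of 0 among 241 says little about the pathway. The camera adjusted p was 0.81 for the signalling core, 0.378 for matrix and integrins and 0.909 for growth factors and receptors. A fit of only the 12 gel libraries was added after the IR-Con libraries were seen to spread more than the gels. It called 52 genes for the IL-12 effect, 40 higher and 12 lower. The higher genes include Cxcl1 (0.28), C3 (0.17) and Cxcl12 (0.08, adjusted p = 0.00111), and the lower ones Smoc2 (-0.22). In that fit 1 of 240 PI3K/AKT genes was called (one-sided Fisher's exact test, p = 0.564). For the Laponite effect, 134 genes were called in the fit of all libraries, 80 higher and 54 lower, and 368 without IR-Con replicate 3 or 71 without Gel replicate 1. Whether IL-12 acted differently with Laponite was tested by an interaction term. EdgeR called 0 genes for it, with 631 at an unadjusted p under 0.05, DESeq2 called 30 and limma's voom 228. The term had 109 DEGs without IR-Con replicate 3 and 562 in the fit of the 12 gel libraries.

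**Figure D10:**
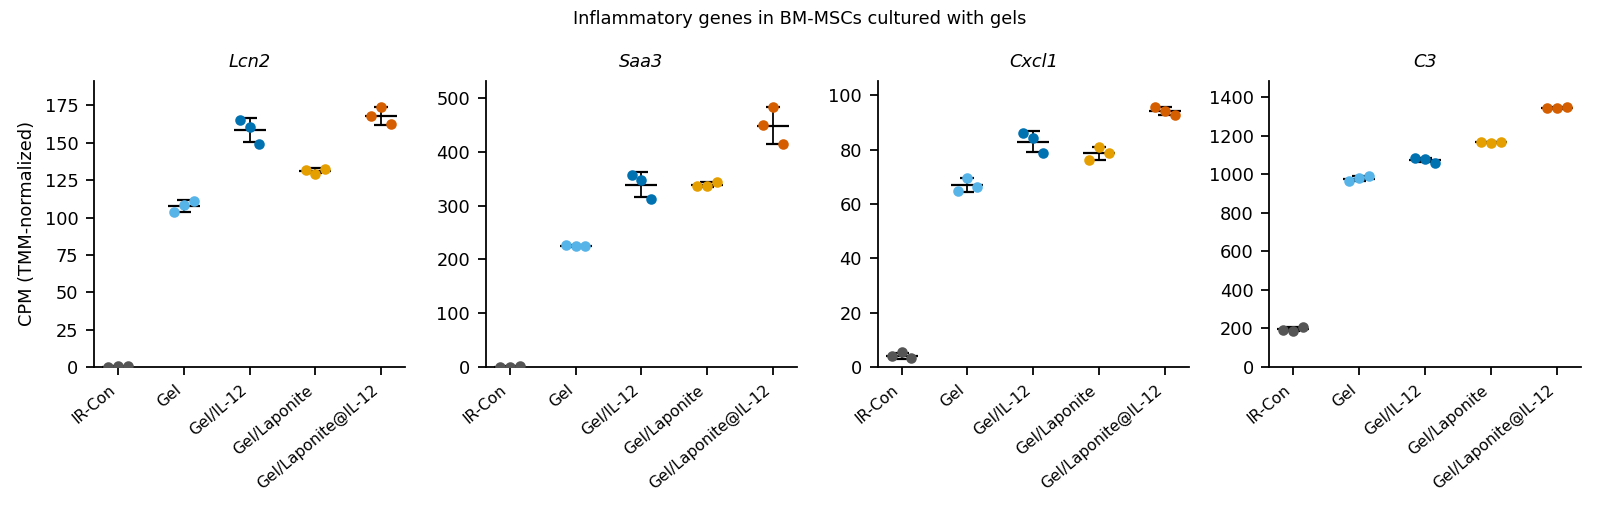
CPM of Lcn2, Saa3, Cxcl1 and C3 in the 5 groups, with points for libraries, bars for the mean of 3 libraries and error bars for the SD. Each gene is low in IR-Con, and its mean is higher in Gel/IL-12 than in Gel and in Gel/Laponite@IL-12 than in Gel/Laponite.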

Transcriptome analyses indicated that the PI3K/Akt pathway was among the most notably upregulated response pathways observed in this study after IL‐12 treatment. AKT phosphorylation plays a critical role in the activation of the downstream pathway and cellular functions, and we found that the Gel/IL‐12 and Gel/Laponite@IL‐12 groups could enhance the phosphorylation of AKT at S473, which ultimately promoted cell cycle progression. CDK2 acts as a regulatory molecule in cell cycle progression, and studies have shown that CDK2's main phosphorylation sites, Y15, T160, and T14, affect cell cycle progression differently. Specifically, T160 promotes the cell cycle, while T14 inhibits it. In fact, our study attested that there was indeed an up‐regulation of T160 phosphorylation in Gel/Laponite@IL‐12‐treated MSCs, and Y15/T14 phosphorylation also showed opposite trends. CDC25A and CDC25C can promote cell cycle progression by activating CDK. Our study found that the addition of the Gel component could up‐regulate the expression of CDC25A and CDC25C, which may be due to the effect of RGD grafted in RGD‐Alg on cell proliferation.^60^ Furthermore, we found that Gel/Laponite@IL‐12 treatment could significantly promote cytokines secretion of BM‐MSCs and could increase the number of hematopoietic clones in the BM‐MSCs‐HSCs co‐culture system. However, the PI3K inhibitor suppressed IL‐12‐induced phosphorylation of AKT, cell cycle activation and cytokines secretion of BM‐MSCs, further confirming the underlying role of the PI3K/AKT pathway in IL‐12‐mediated functional restoration of BM microenvironment. Furthermore, degradation of Laponite or stimulation by IL‐12 triggered osteogenesis in BM‐MSCs, while osteoblasts actively regulated stem cell fate within the hematopoietic niche. This study found a better therapeutic efficacy of Gel/Laponite@IL‐12 treatment, which supports the involvement of Laponite and IL‐12 in hematopoietic reconstitution after exposure to irradiation.

In this study, we successfully developed a well‐defined IL‐12‐sustained release hydrogel system that enhanced hematopoietic recovery and improved survival rates following sublethal irradiation. We demonstrated that this hydrogel system could activate the PI3K/AKT signaling pathway via IL‐12R, and promote the proliferation and secretion of irradiated BM‐MSCs, thus accelerating hematopoietic recovery. At the same time, Laponite and IL‐12 could synergistically improve the osteogenic differentiation of BM‐MSCs, thus benefiting the restoration of the BM microenvironment.

The limitations of this study should also be acknowledged. First, our findings are primarily based on sublethal irradiation doses, and the further efficacy of the IL‐12 sustained‐release system requires additional confirmation in a mouse model subjected to lethal irradiation doses. Second, although we have demonstrated the positive effects of IL‐12 and Laponite on osteogenic differentiation in BM‐MSCs, the underlying molecular mechanisms are still incompletely understood. Finally, the long‐term effects of this treatment remain to be fully explored.

Overall, this work provides a way to sustainably release IL‐12, which not only exploits the hematopoietic repair ability of the cytokine, but also effectively avoids the toxicity of systemic administration, and offers a novel approach to alleviate radiation‐induced hematopoietic damage.

## 4 MATERIALS AND METHODS

### 4.1 Materials

The materials utilized in our study have been comprehensively documented in the Supporting Information.

### 4.2 Synthesis and characterization of RGD‐Alg

RGD‐Alg was prepared according to the methodologies outlined in the Supporting Information. Upon preparation, the product, RGD‐Alg, was frozen and preserved at −20°C for future applications. The effectiveness of the production process for RGD‐Alg was verified by XPS.

### 4.3 Preparation and characterization of RGD‐Alg/Laponite@IL‐12 hydrogel

The preparation of RGD‐Alg/Laponite@IL‐12 gel followed the methods detailed in the Supporting Information. Rheological evaluations were performed using a Discovery II rheometer (TA Instruments). Compression tests determined the compression modulus of the hydrogels, while injection tests evaluated their shear‐thinning characteristics. The degradation rate of the hydrogels was calculated based on the residual dry mass after incubation in the medium for various time points. The internal hydrogel structure was visualized through SEM (FEI Nova 400 Nano SEM) of lyophilized cross‐sections. The controlled‐release capabilities of the encapsulated IL‐12 were measured using ELISA. Detailed methodologies for these experiments are provided in the Supporting Information.

### 4.4 Cell culture, isolation, and irradiation in vitro

A complete culture medium for C57BL/6 mouse BM‐MSCs and BM‐MSCs was purchased from Cyagen. Cells were passaged when they reached 70%–80% confluence and cells from the 3rd to 5th passages were utilized for subsequent experiments. BM cells were extracted from C57BL/6 mice according to the manufacturer's guidelines using a mouse BM mononuclear cell isolation kit. A total of 1 × 10^5^ cells were seeded in 24‐well plates using 1 mL of RPMI‐1640 medium enriched with 10% v/v fetal bovine serum, 1% v/v penicillin/streptomycin, and 50 µM β‐mercaptoethanol. For irradiation experiments, cells underwent hydrogel treatment immediately after exposure to 5 Gy IR (Co60).

### 4.5 In vivo characterization of hematopoietic system regeneration in a radiated mouse model

For total body irradiation (TBI), 6–8‐week‐old male C57BL/6 mice were irradiated with 5 Gy or 7 Gy using a Co60 irradiator. To test the radiation regeneration effect of RGD‐Alg/Laponite@IL‐12, the irradiated mice were injected intra‐marrow with the hydrogel system (0.5 mL/kg) within 1 h after TBI, and given an equal volume of normal saline to be used as control. The PBCCs of mice were analyzed by the MAXCOT Multispecies Hematology System (MAXCOT) at various time points after injection. For BM hematopoietic regeneration and osteogenesis assays, mouse femurs were preserved in 4% paraformaldehyde, then decalcified and embedded in paraffin for the preparation of 5 µm microsections. Subsequently, these sections were stained with hematoxylin and eosin (HE). Slide imaging was performed using an upright metallurgical microscope (Olympus).

### 4.6 Statistical analysis

Unless otherwise specified, the data presented represent the mean ± standard deviation calculated from a minimum of three distinct experiments. Statistical evaluation was conducted using Origin 2023 software. To analyze multiple groups, a one‐way analysis of variance was used, paired with a Tukey test for parametric data or a Kruskal‐Wallis test for nonparametric data. Statistical significance was established at a *p*‐value of < 0.05 and is represented as follows: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001; ns indicates non‐significance.

## AUTHOR CONTRIBUTIONS

*Qian Ran, Zhongjun Li, Jigang Dai, and Li Chen*: contributed to the conception and design of the projects. *Chuanchuan Lin and Yang Xiang*: performed most of the experiments, analyzed the data, and drafted the manuscript. *Yangyang Zhang, Nanxi Chen, Weiwei Zhang, Lanyue Hu, Jianxin Chen, Ya Luo, Xueying Wang, Yanni Xiao, Qing Zhang, and Xi Ran*: participated in the experimental work. *Zhenxing Yang*: edited the manuscript and participated in the data analysis. All authors have read and approved the article.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## ETHICS STATEMENT

All animal experiments were approved by the Laboratory Animal Welfare and Ethics Committee of the Army Medical University (AMUWE20234503).

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are openly available in GEO with accession number GSE267635 upon reasonable request.

# Supplementary material for: Interleukin‐12 sustained release system promotes hematopoietic recovery after radiation injury
**Source:** MedComm (2020). 2024 Sep 12;5(9):e704. doi: 10.1002/mco2.704
**Supplement:** Supplementary file 1 — Supporting Information

Supplementary Materials for

Interleukin-12 sustained release system promotes hematopoietic recovery after radiation injury

Chuanchuan Lin ^1,2,#^, Yang Xiang ^1,2, #^, Yangyang Zhang ^1,2^, Zhenxin Yang ^1,2^, Nanxi Chen ^1,2^, Weiwei Zhang ^1,2^, Lanyue Hu ^1,2^, Jianxin Chen ^1,2^, Ya Luo ^1,2^, Xueying Wang ^1,2^, Yanni Xiao ^1,4^, Qing Zhang ^5^, Xi Ran ^6^, Li Chen ^1,2,^*, Jigang Dai ^2,3,^*, Zhongjun Li ^1,2,^*, Qian Ran ^1,2,^*

**This PDF file includes:**

Materials and Methods

Figures S1 to S7

Tables S1 to S2

Captions for Figures S1 to S7

Materials and Methods

Materials

Sodium alginate, 2-(N-Morpholino) ethanesulfonic acid (MES), 1-(3-dimethylaminopropyl)-3-ethylcarbodiimide hydrochloride (EDC), N-hydroxysuccinimide (NHS) and calcium sulfate (CaSO_4_) were purchased from Aladdin Industrial Co. (Shanghai, China). GGGGRGDSP peptide was synthesized by APeptide Co. (Shanghai, China). Fluorescein diacetate (FDA), propidium iodide (PI), Rhodamine-conjugated phalloidin, and DAPI were supplied by Sigma Chemical Co. (St. Louis, MO, USA). LY249002 was purchased from Selleck Co. (Shanghai, China). The Cell Counting Kit- 8 (CCK8) was obtained from APE × BIO Technology LLC (Houston, TX, USA). A total RNA extraction kit was provided by Tiangen (Beijing, China). PrimeScriptTM RT reagent kit with gDNA eraser and TB GreenTM fast qPCR kit were obtained from Takara (Dalian, China). Trizol and all primers were obtained from Invitrogen Co. (CA, USA). The cell cycle analysis kit was purchased from BD Biosciences (NJ, USA). EdU cell proliferation kit with Alexa Fluor 549, BCIP/NBT alkaline phosphatase color development kit, Alkaline phosphatase assay kit, and RIPA lysis buffer were obtained from Beyotime (Chengdu, China). Mouse MSCs medium was purchased from Cyagen Biosciences Co. (Guangzhou, China). ELISA kits were all purchased from Shanghai Jianglai Industrial Limited by Share Ltd., (Shanghai, China). 1640 medium, fetal bovine serum (FBS), and trypsin-EDTA solution were obtained from Gibco (NY., USA). C57/BL6 mouse was provided by Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China).

Synthesis of RGD-Alg

The low molecular weight alginate was produced by irradiating high molecular weight sodium alginate using Co60 radiation at 5 Mrad, similar to methods described in our previous study. Initially, low molecular weight alginate underwent grafting with RGD. Specifically, a MES buffer solution with a pH of 6.5 containing 2% w/v alginate, 2.5 mM EDC, and 2.5 mM NHS was stirred continuously for 30 minutes. Subsequently, 1500 μM of GGGGRGDSP was introduced, and stirring continued for 24 h. The resulting product was then dialyzed in deionized water using a dialysis bag with a molecular weight cutoff of 3.5 kDa for 3 days, with frequent water changes. Finally, the product was dried using a vacuum freeze dryer.

Preparation of the RGD-Alg/Laponite@IL-12 hydrogel

The precursor hydrogel solution was formulated by blending the RGD-Alg solution with various concentrations of Laponite solution. Specifically, Laponite dispersions were prepared at concentrations of 0, 1.25, and 2.5 wt% in deionized water and vigorously stirred for 30 minutes to ensure stability. The RGD-Alg solution (5% w/v) was then introduced into the Laponite dispersions at a 1:1 ratio, followed by vortex mixing for 10 minutes to ensure homogeneity. For IL-12 incorporation, 5 μg/mL of IL-12 was mixed with the Laponite dispersions for 15 minutes prior to combining with the alginate solutions. Finally, the precursor hydrogel solution was combined with a CaSO_4_ slurry to facilitate physical crosslinking, resulting in a final hydrogel composition of 2% w/v RGD-Alg, 0.5% or 1% w/v Laponite, and 20 mM CaSO_4_.

Physicochemical characterization and IL-12 release properties of hydrogel

Rheological measurements were performed using a Discovery II rheometer (TA Instruments, U.S.A) equipped with a parallel plate (diameter= 40 mm, gap= 50 μm). At least triplicates were carried out for each rheological measurement. The compression modulus of hydrogels was measured with compression tests. In brief, hydrogel disks (diameter= 8 mm, height= 4 mm) were placed on an Instron 5567 (MA. USA) platform, and the gel was compressed to 15% strain. The deformation rate was 1 mm/min, and the initial elastic modulus was the slope of the first 5-15% strain stress-strain curves. Injection tests were used to determine the shear-thinning properties of the hydrogels. The RGD-Alg/Laponite@IL-12 hydrogel precursor solution was quickly mixed with 20 mM CaSO_4_ and filled into a 1 mL syringe. A 26G needle was used to inject the hydrogel into the saline and a clean slide surface, and the cross-linking of the hydrogel was observed.

The degradation rate of hydrogels was obtained by calculating the residual dry mass of hydrogel after different incubation times in the medium. The internal structure of the hydrogel was observed by scanning electron microscopy (FEI Nova 400 Nano SEM, Holland) of the cross-section of lyophilized samples. The controlled-release properties of loaded IL-12 were assessed by ELISA. The Laponite which loaded IL-12 was dispersed in RGD-Alg hydrogel, and the hydrogel system was immersed in sterilized PBS in a 37 ^o^C incubator. Next, the supernatants from the incubation solutions were collected and frozen stored at -80 ^o^C at day 0, 1, 3, 7, 14, and 28. The IL-12 was measured using ELISA kits following the manufacturer instructions.

Cell viability assay

After co-culturing with different hydrogels for 48 h, the cell activity of BM-MSCs or bone marrow cells was assessed by FDA/PI staining. In brief, the staining solution (10 μg/mL FDA and 10 μg/mL PI) was added into each well and was allowed to incubate at 37 ^o^C for 10 min, before removing the culture medium. Then live/ dead cells of samples were imaged and counted by immunofluorescence microscopy (Olympus, Japan). The cell viability was measured via CCK-8 analysis. CCK-8 solution was added into each well on a 1:10 v/v medium, after incubating for 2 h, the OD values were measured at 450 nm (Molecular Devices SpectraMax).

Immunofluorescence analysis

The BM-MSCs were cultured with a hydrogel system for 48 h, and then the medium was removed from wells and the cells were washed twice with PBS. Next, the cells were fixed with 4% paraformaldehyde solution for 10 min, and 0.1% Triton X-100 was added for another 10 min. Next, the samples were incubated with 5% BSA solution for elimination of nonspecific binding. For the staining of the cytoskeleton, cells were incubated with rhodamine-phalloidin solution at RT for 2 h. For the staining of IL-12R, rabbit anti-IL-12R antibody solution was added and incubated overnight, the primary antibody solution was removed and washed twice with PBS. Finally, the cells were incubated with Alexa Fluor 488-goat anti-rabbit IgG solution at RT for 1 h. After staining with DAPI solution for 10 min, the cells were imaged by immunofluorescence microscopy (Zeiss LSM 880, Germany).

Flow cytometry

For marrow LSK cells (lineage-negative (Lin-) / Sca1+ / c-Kit+), HSCs (Lin- / Sca1+ / c-Kit+ / CD150+ / CD48-) and BM-MSCs (CD45- / Ter119- / CD31- / CD51+ / CD140α+) analysis, whole bone marrow cells were collected by flushing the isolated femurs and tibias with PBS. Single cells were obtained by digesting bone and marrow contents with collagenase, and the cells were resuspended and stained with cytometry antibodies for 30 min. Finally, the cells were detected and counted by CytoFLEX LX (Beckman, USA). The primary antibodies used in flow cytometry are listed in Table S1. The cell cycle analysis was performed according to the manufacturer’s instructions (BD). After the cells were treated, the cells were collected and washed with PBS and fixed with 70% ethanol. Next, cells were resuspended in PBS containing PI and RNaseA, and the DNA content was measured by flow cytometry (Gallios, BeckmanCoulter).

ELISA

The contents of stromal cell-derived factor 1 (SDF-1), stem cell factor (SCF), Angiopoietin (ANG), and fibroblast growth factor (FGF)in the bone marrow and cell culture medium were obtained by ELISA. Briefly, the mouse femurs from different treatment groups were isolated, and the marrow supernatant was obtained after high-speed centrifugation at 12000 rpm for 5 min. The conditioned media of cells in various groups were collected and centrifugated at 3000 rpm for 5 min to remove cell debris. Next, the concentration of related cytokines was detected according to the ELISA kit instructions.

Western blotting

The related protein expression of cells under different treatment conditions was performed by western blotting. After co-culture of BM-MSCs with hydrogel for 48 h, the cells were collected and lysed by RIPA buffer which contained 1% PMSF protein inhibitor. The protein samples were separated by polyacrylamide gel electrophoresis and then transferred to the 0.22 μm PVDF membrane. After blocking, the PVDF membrane was incubated with primary antibody overnight at 4°C. Following HRP-conjugated secondary antibody incubation, the protein expression was visualized by the ECL system and normalized to β-actin. The primary antibodies used in western blotting are listed in Supplementary Table S1.

qRT-PCR and RNA-seq

qRT-PCR was employed to quantify the mRNA expression of cells. First, BM-MSCs under different treatment conditions were collected and lysed by Trizol, and a total RNA extraction kit was used to extract the total RNA of BM-MSCs. After total RNA was reversed into cDNA, the relative expression of mRNA was detected by qPCR kit. Gene expression was quantified using the ΔΔCt method and fold change was calculated using formula 2^-ΔΔCt^. Values for the genes of interest were normalized with the β-actin gene. The primers (Invitrogen, CA., USA) used in the qRT-PCR analysis are listed in Supplementary Table S2.

After total RNA extract as described above, all samples were submitted to Knorigene Technologies Co., Ltd (Chongqing, China) on a HiSeq 2000 platform. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was carried out using DAVID to identify enriched biological functional signaling pathways. All sequencing data are deposited in the NCBI GEO database under accession number: GSE267635.

Colony-forming cell assay

The bone marrow nucleated cells from non-irradiation C57/BL6 mice were isolated as indicated above. After cell counting, viable cells were mixed with expansion and culture of hematopoietic cells serum-free medium (STEMCELL, 09600) and plated at 10 cm cell culture dish. After 72 h of culture, the bone marrow nucleated cells were collected and suspended in StemSpan SFEM II, and plated in SmartDish (STEMCELL, 27370) at 1×10^5^ cells per well in triplicate for different groups, respectively. A 0.4 μm Transwell chamber was inserted into every well and the 5 Gy irradiated-BM-MSCs with or without gels were placed in the upper chamber. The total number of bone marrow-derived colony-forming unit (CFU), burst-forming unit-erythroid (BFU-E), colony-forming unit-granulocyte and macrophage (CFU-GM), and colony-forming unit-granulocyte, erythrocyte, monocyte and megakaryocyte (CFU-GEMM) were counted via microscope after 14 days of co-culture.

EdU incorporation assay

The incorporation ratio of EdU in BM-MSCs was used to evaluate cell proliferation. After receiving different treatments for 48 h, the EdU was added to the culture medium at a final concentration of 10 μM. After 2 h of co-culture, cells were fixed and EdU was tracked according to the kit instructions.

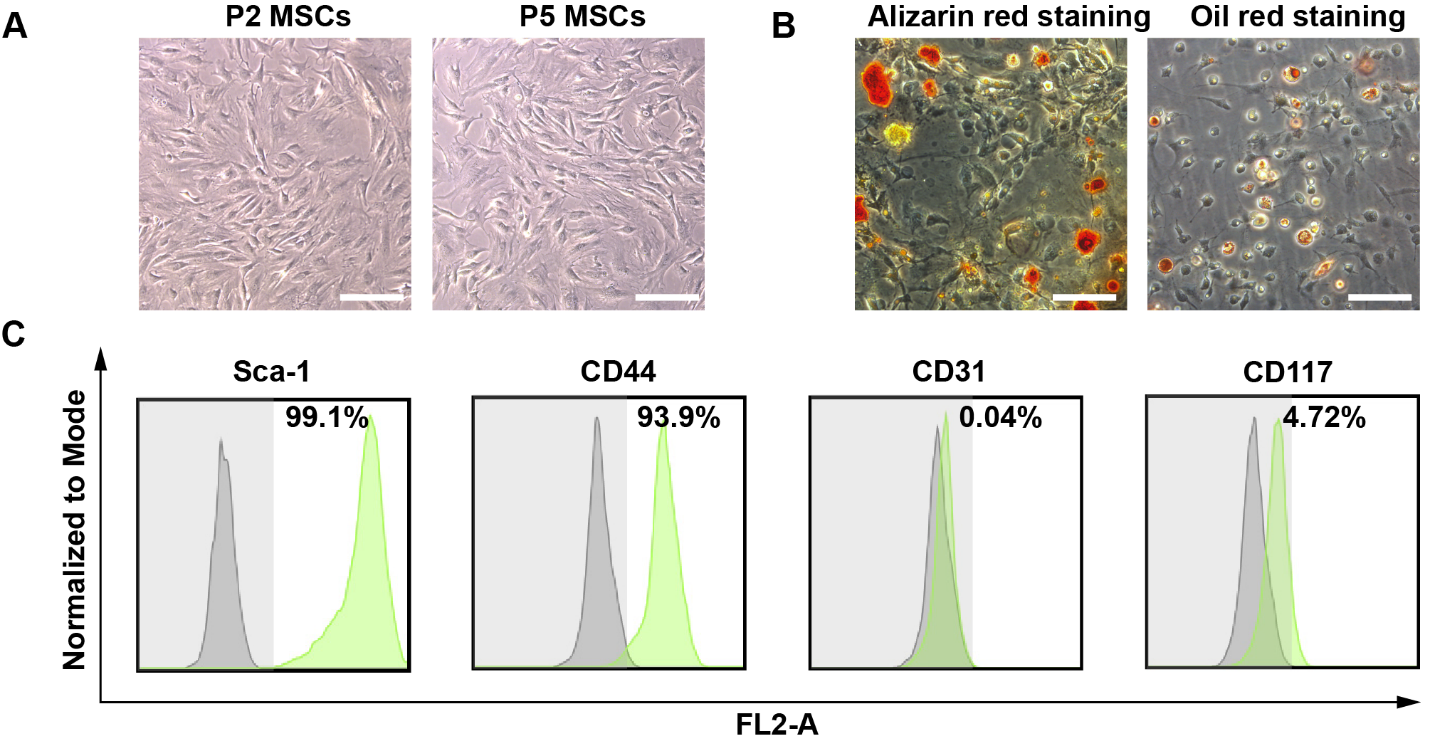

FIGURE S1 (A) Representative images of BM-MSCs morphology; (B) representative images of osteogenic and adipogenic differentiation of BM-MSCs; (C) flow cytometric analysis of BM-MSCs surface marker expression.

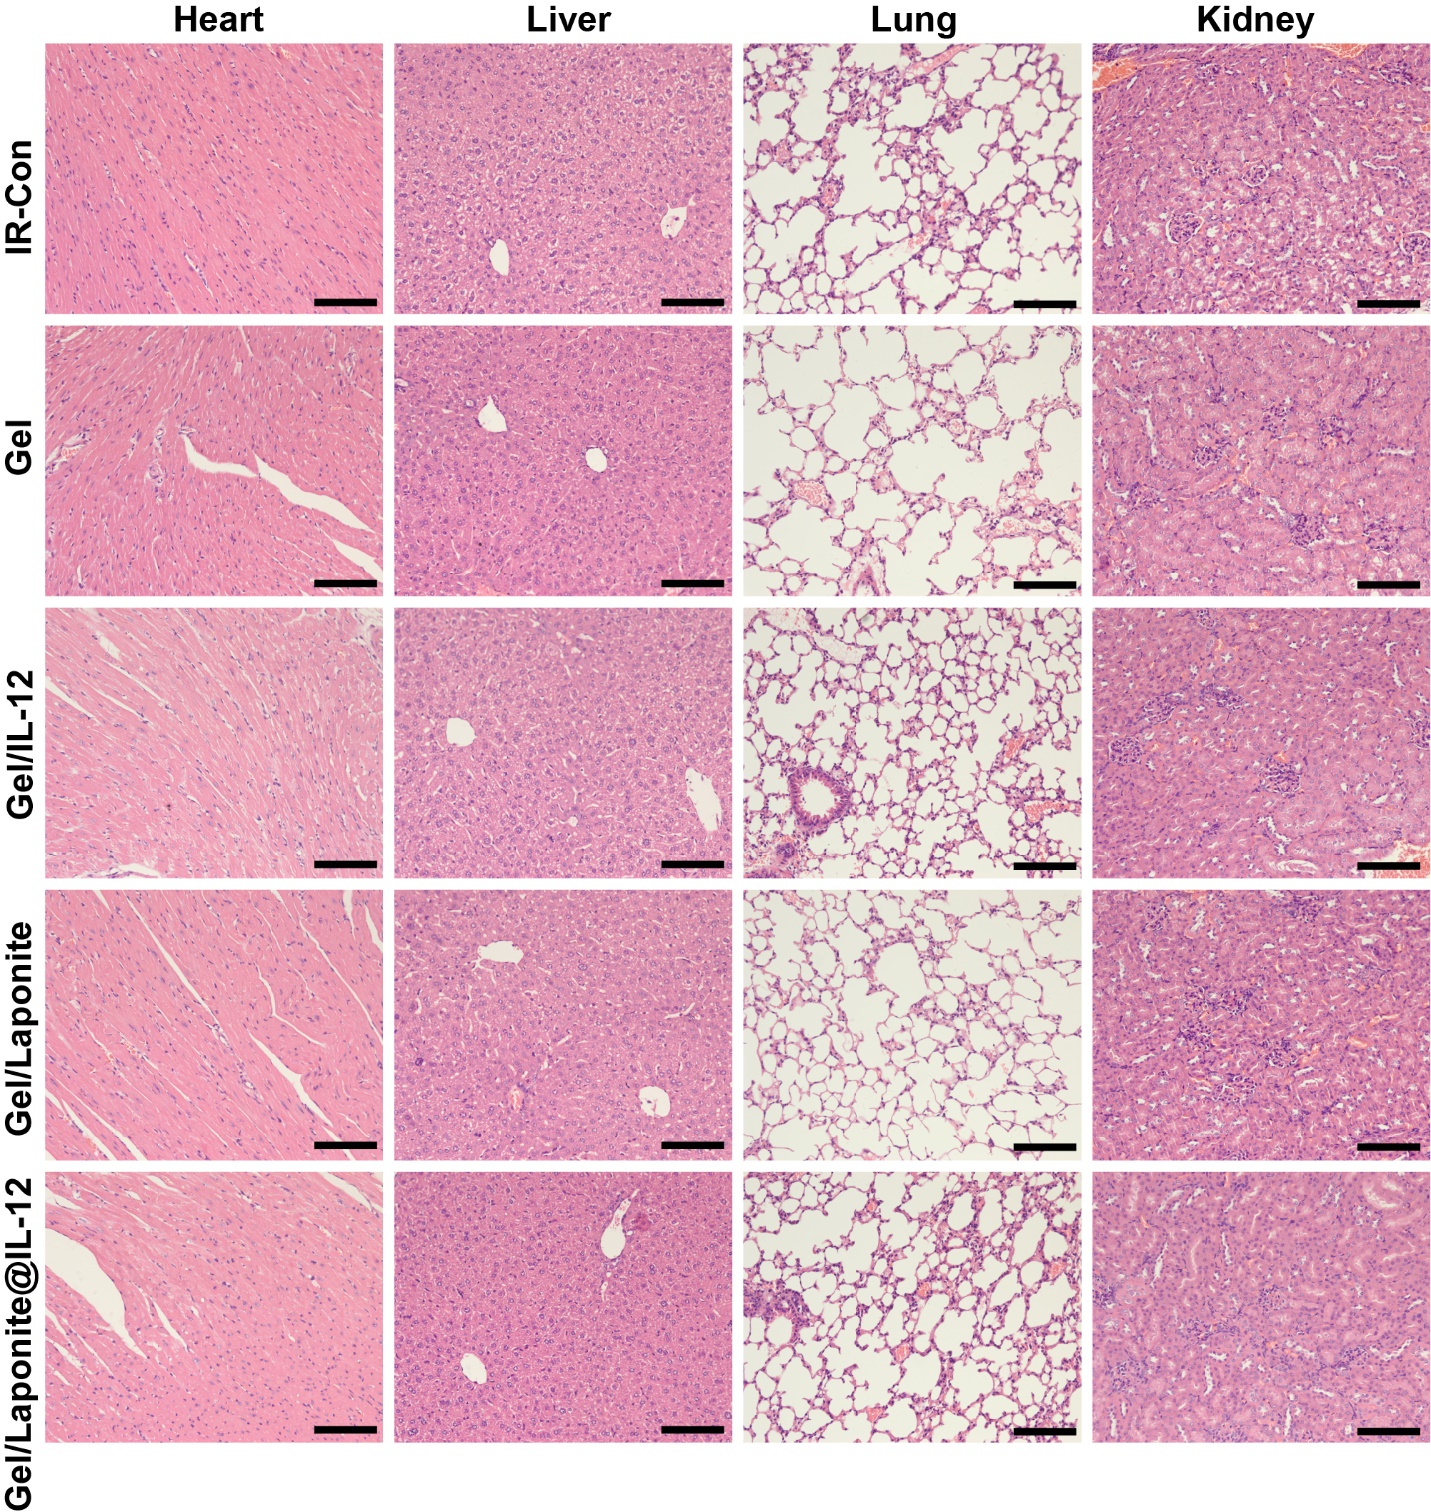

**FIGURE S2** H&E staining of major organs of mice after irradiation and different treatments on day 7.

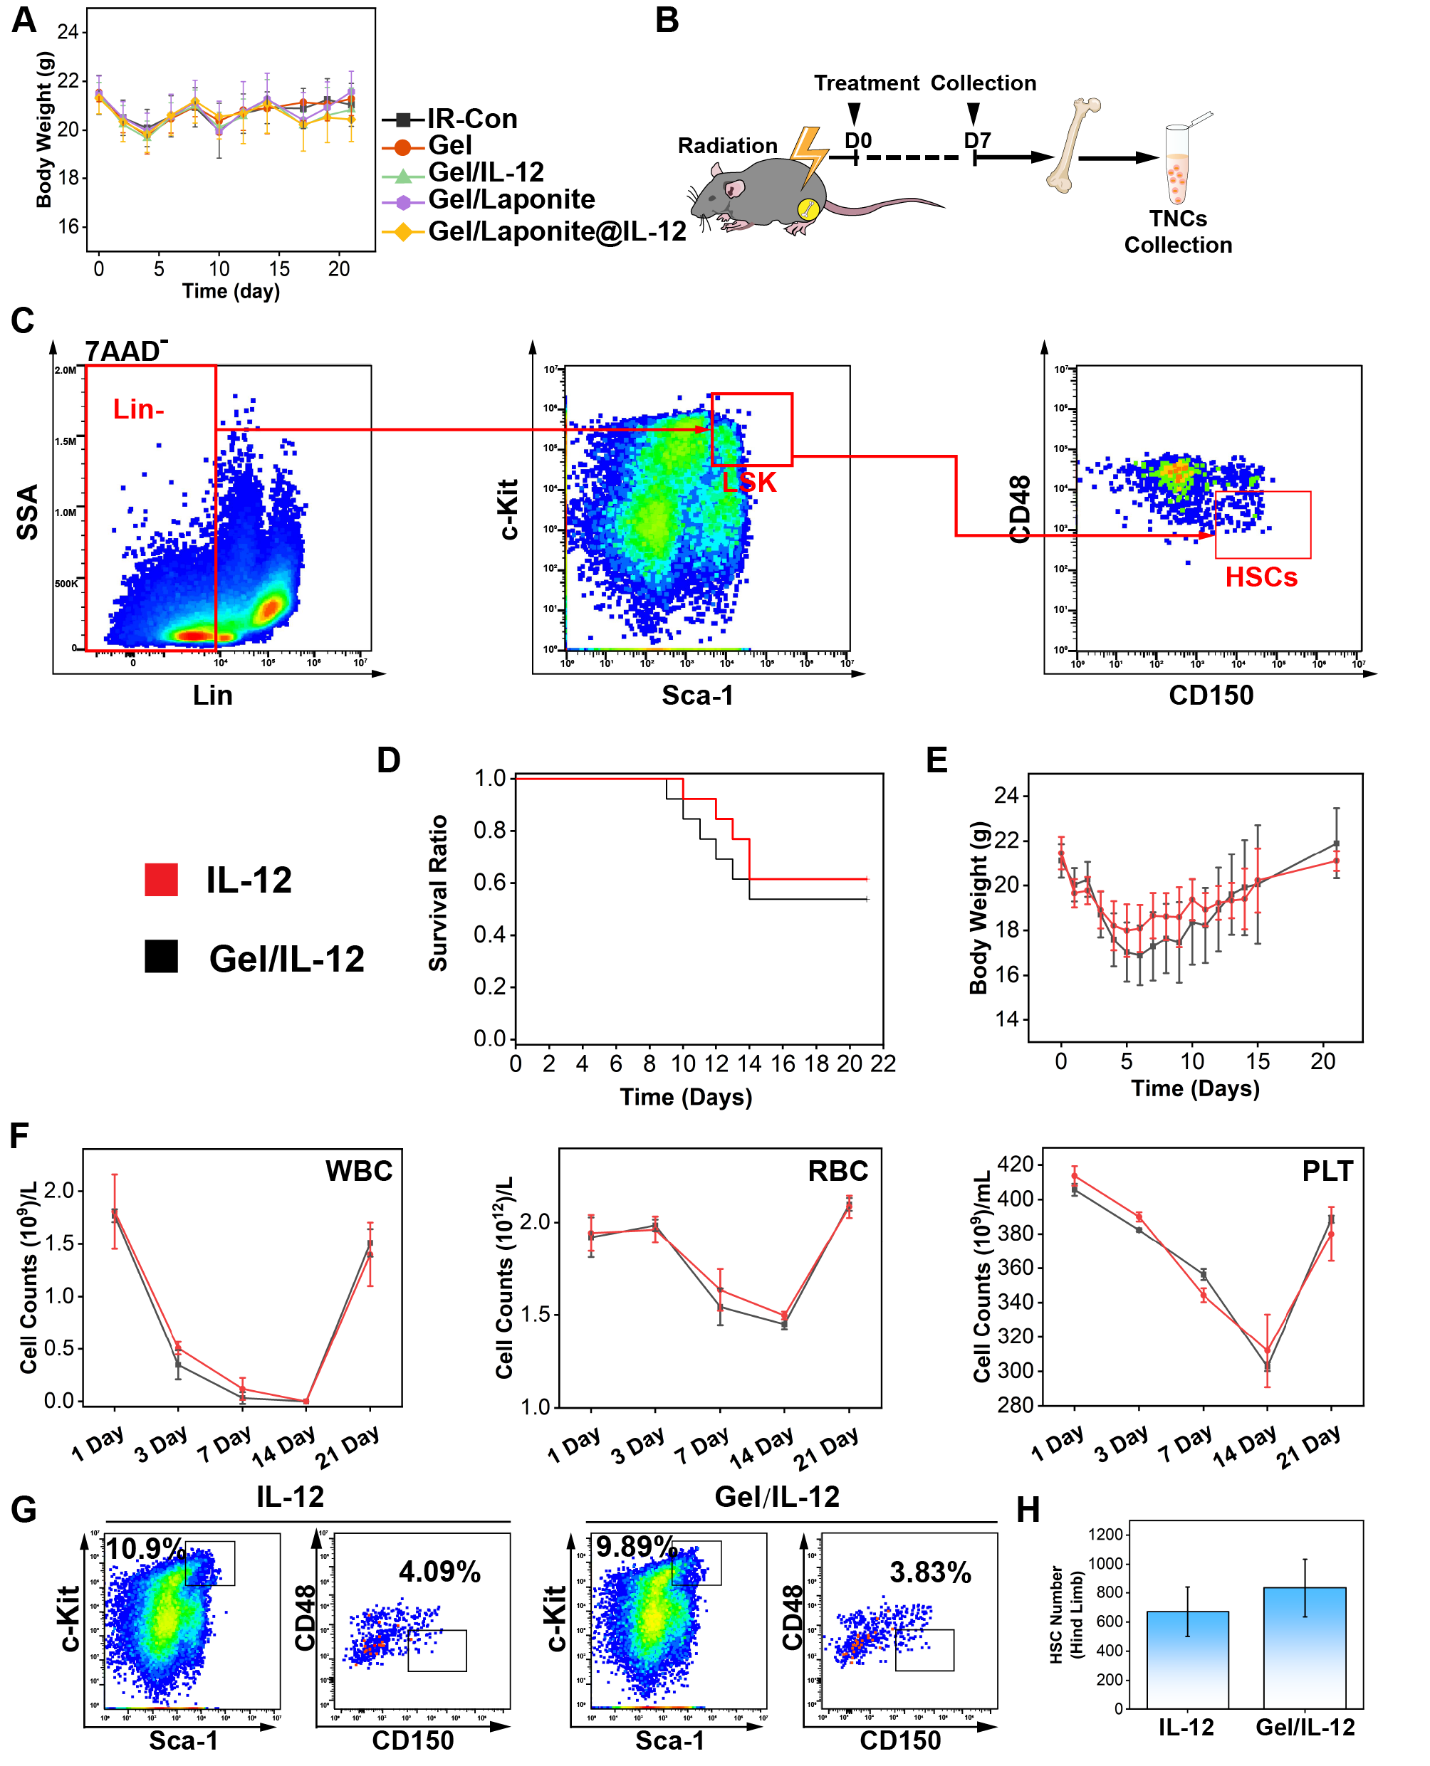

**FIGURE S3** (A) Body weights of mice with different treatments after receiving a 5 Gy irradiation dose; (B) Schematic diagram of the flow cytometry experimental process. (C) Representative flow cytometry analysis of HSCs. The effects of IL-12 and Gel/IL-12 treatment on the survival ratio (D), body weight (E), PBCC (F) and HSCs recovery (G-H) of mice after 7 Gy irradiation (n= 3).

**
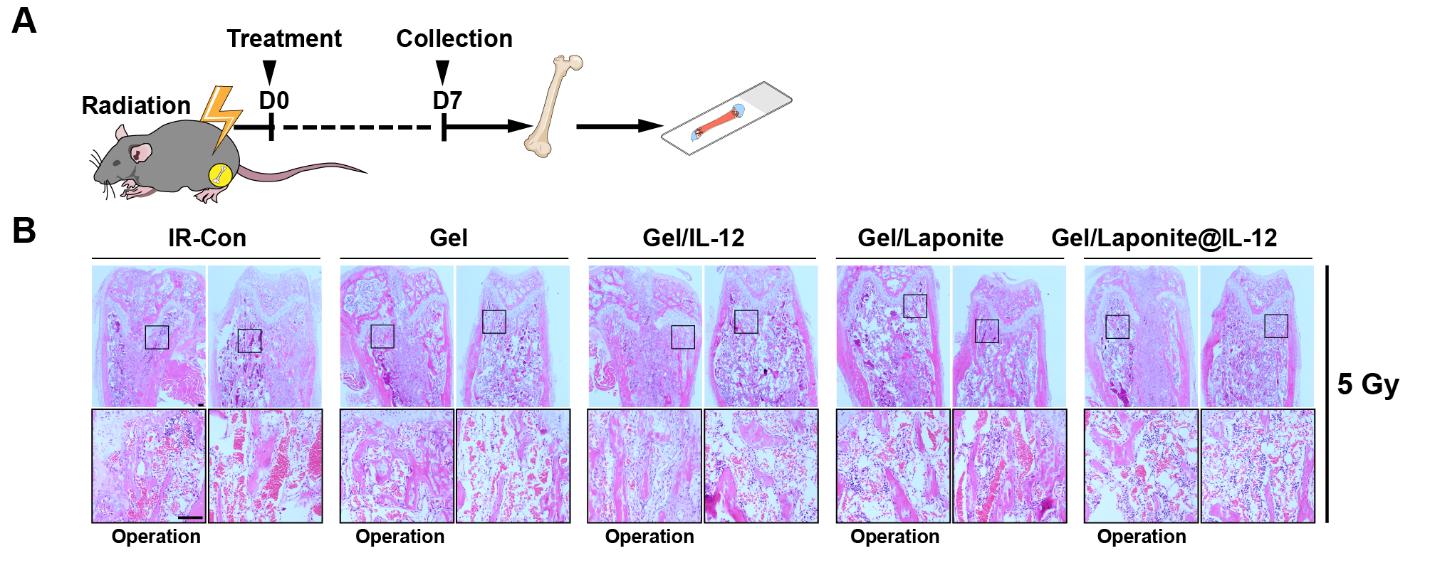
**

**FIGURE S4** (A). Schematic diagram of the experimental process; (B) H&E staining image of mouse bone marrow slides on day 7 after irradiation and different treatments (scale bar = 100 μm).

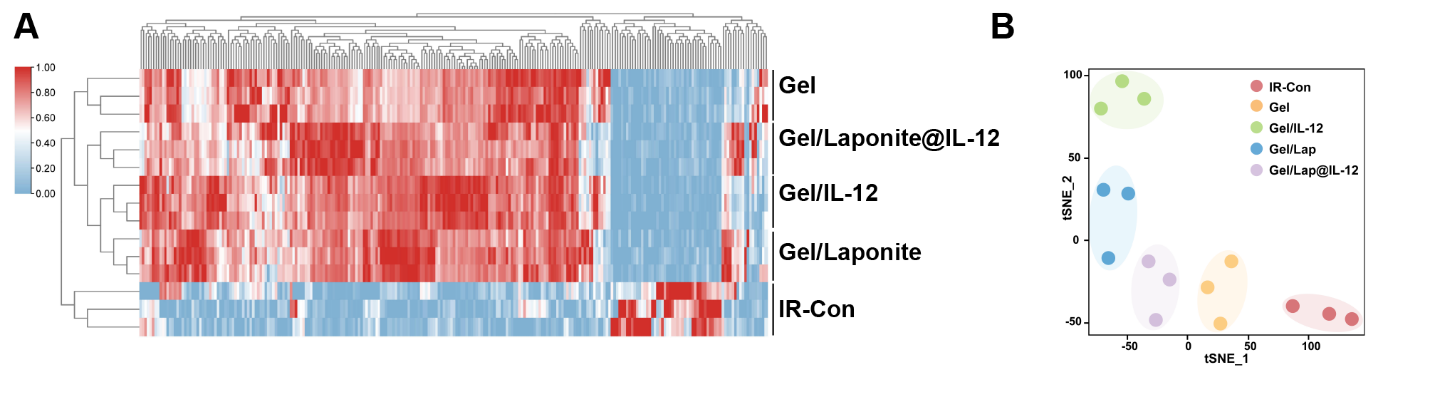

**FIGURE S5** (A) The hierarchical clustering analysis of genes up-regulated (red) and down-regulated (blue); (B) the PCA analysis of different groups.

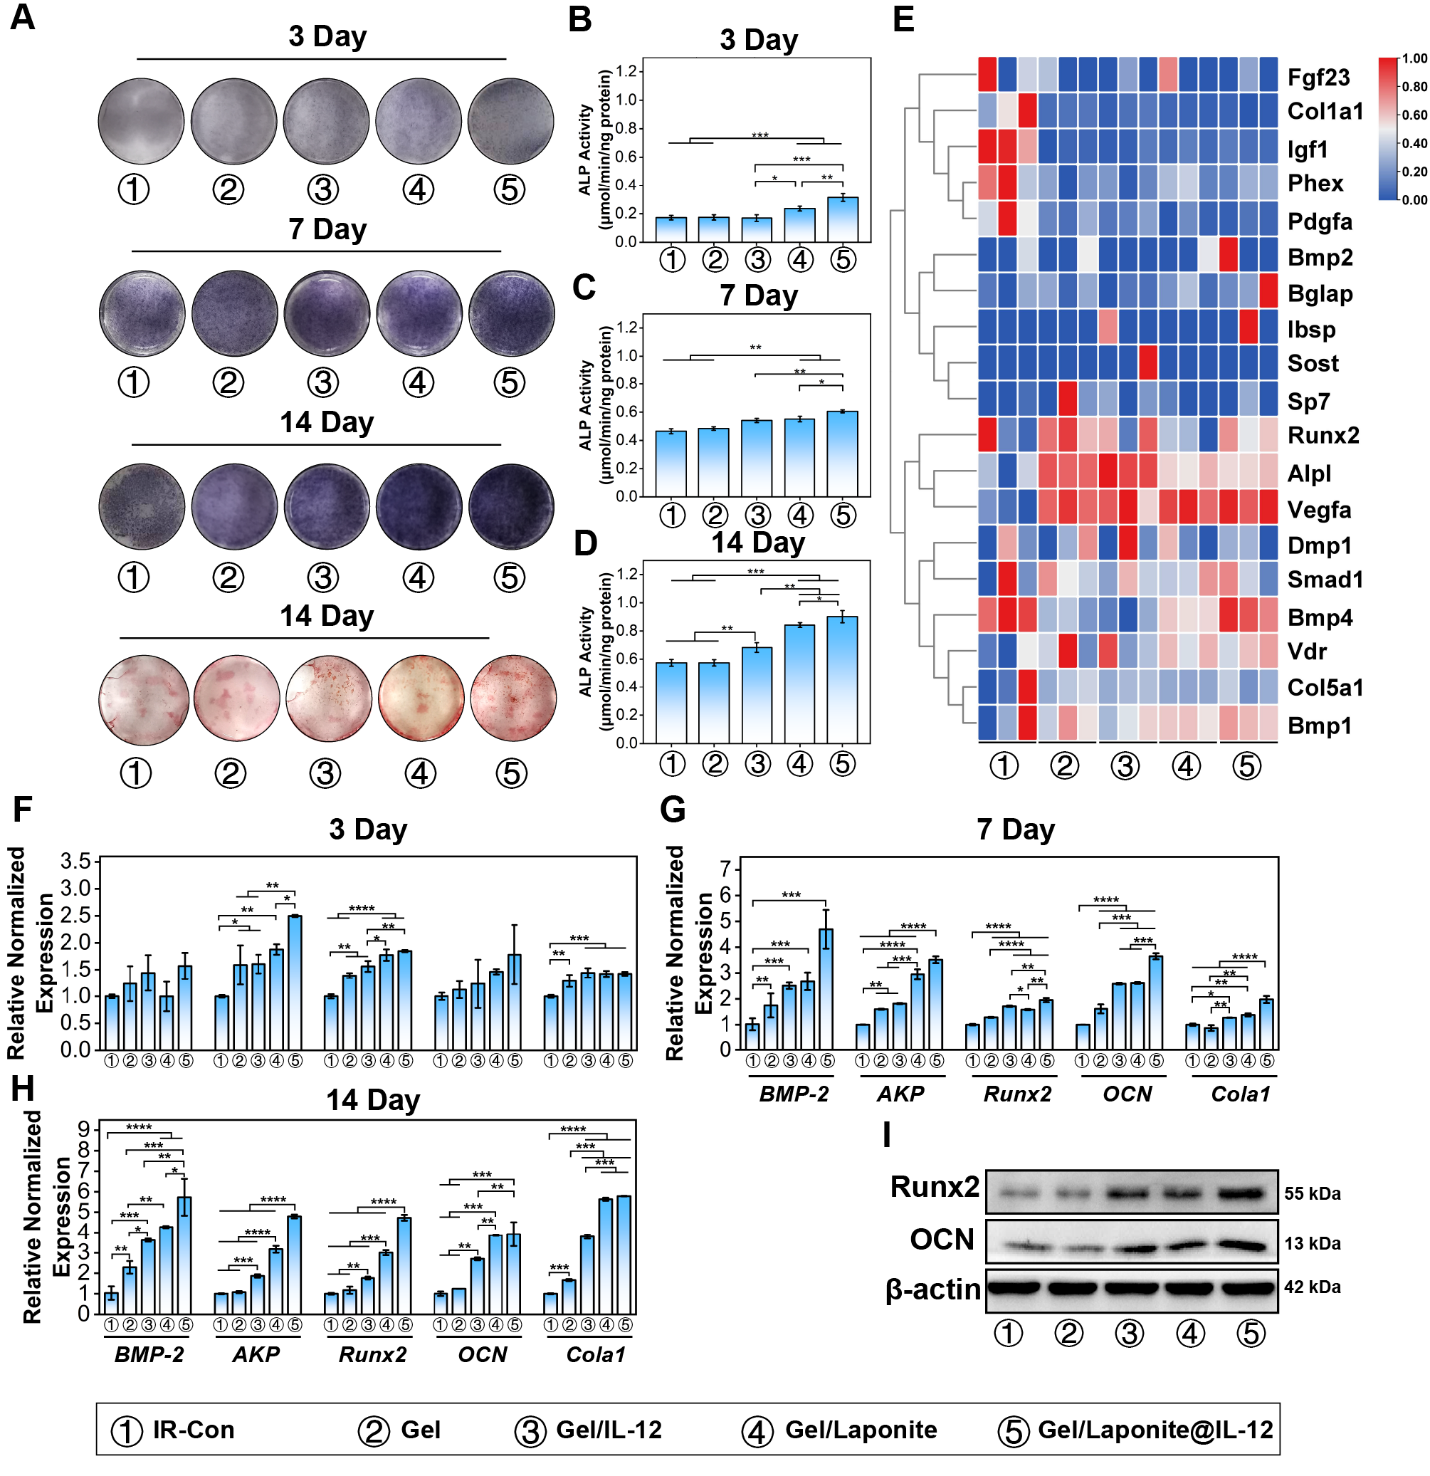

**FIGURE S6** Gel/Laponite@IL-12 enhanced hematopoiesis in irradiated-microenvironment by inducing bone formation and osteogenic of BM-MSCs. (A) Representative images of ALP and ARS staining of BM-MSCs driven by different treatment. (B-D) AKP activity of BM-MSCs after co-culturing with different gels; (E) the heatmap of the expression of osteogenic related genes; (F-H) Relative osteogenic-specific mRNA expression of BM-MSCs cultured with different gels; (I) Western blotting analysis of RUNX2 and OCN in BM-MSCs after receiving different treatment at day 14.

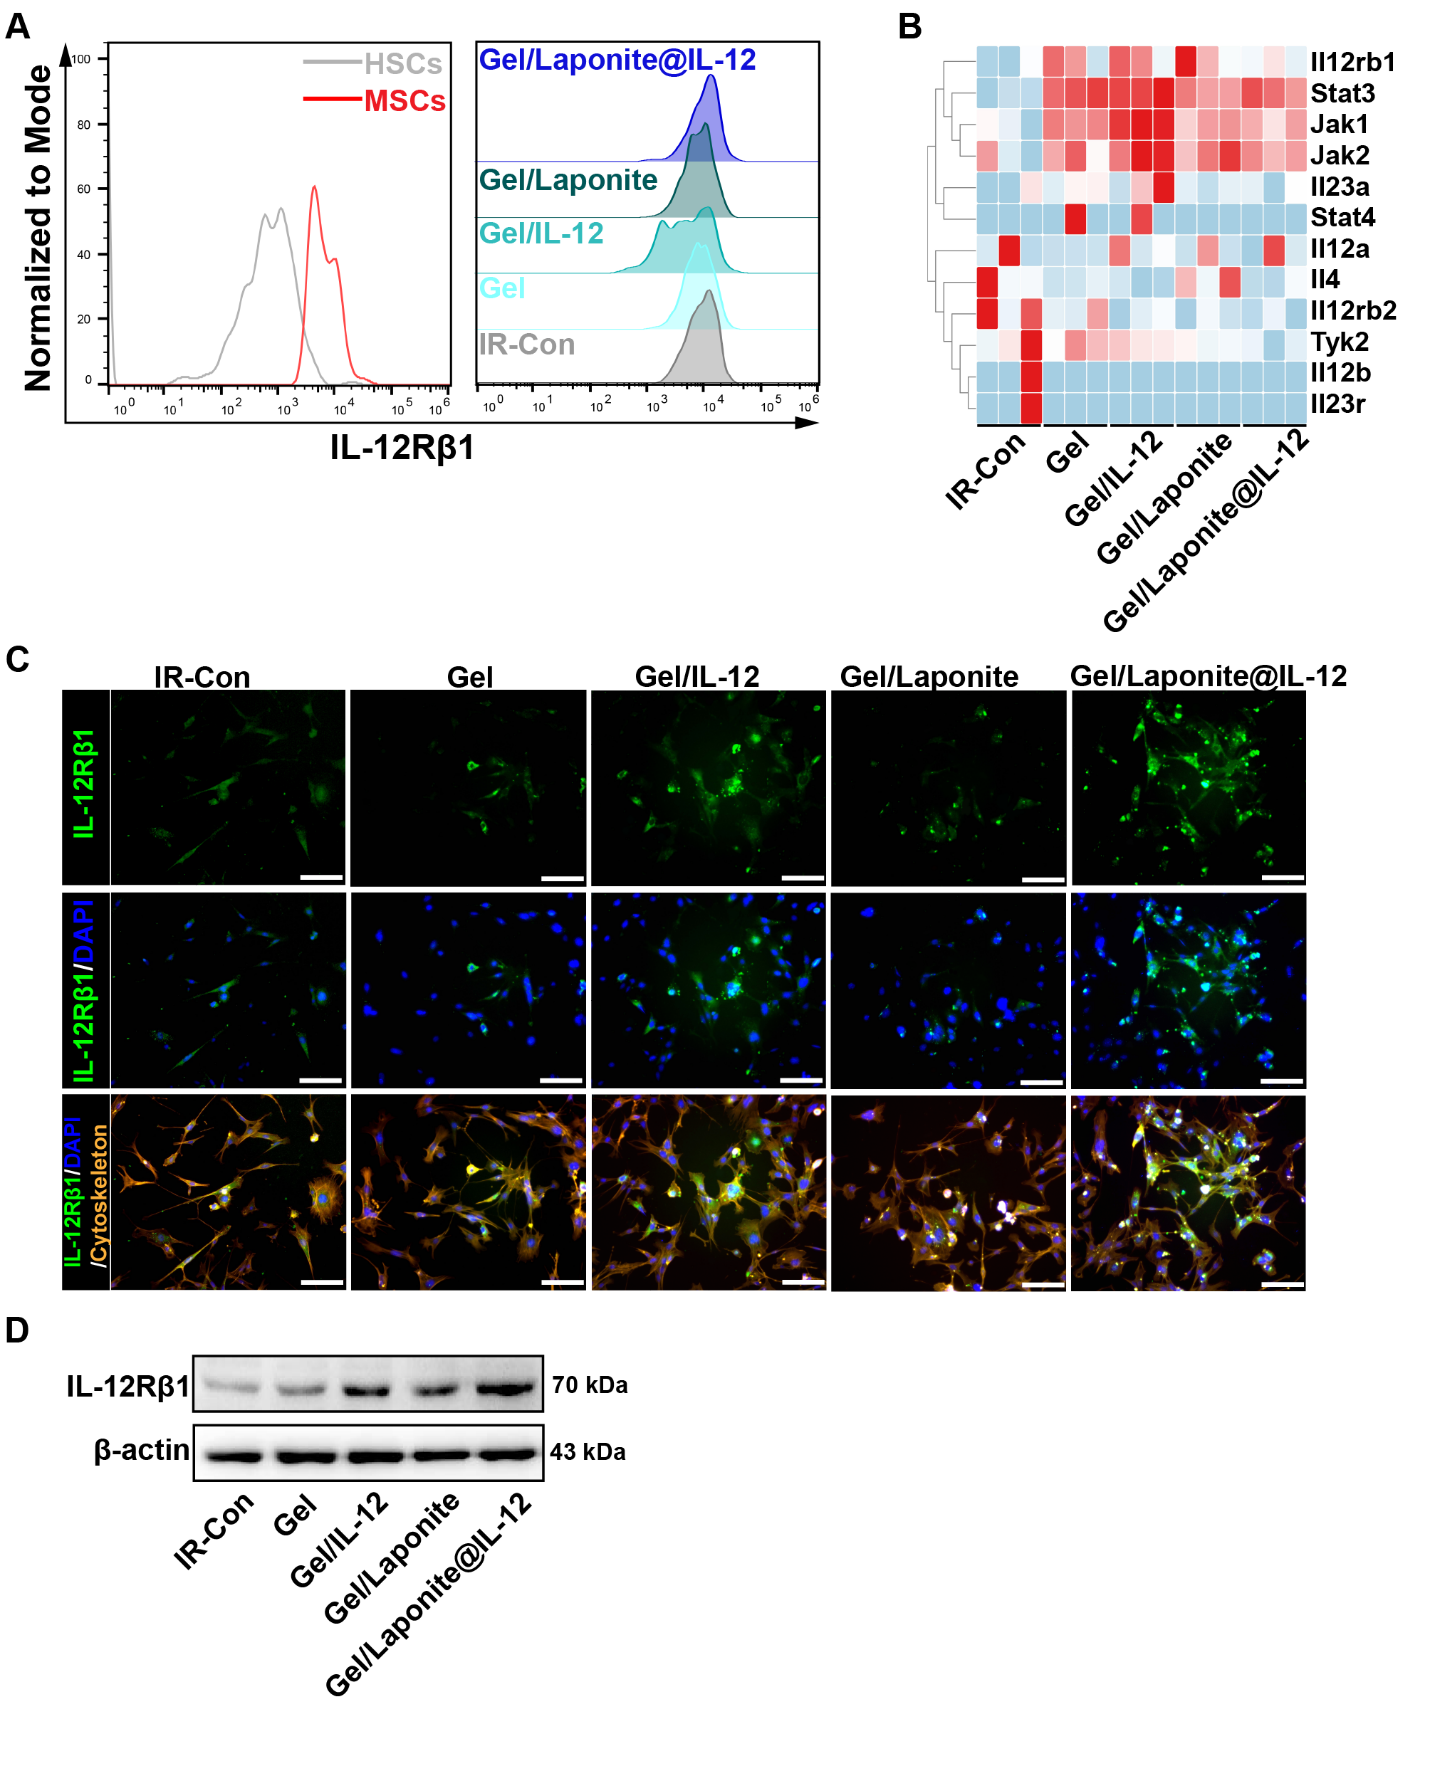

**FIGURE S7** (A) The expression level of IL12R on HSCs and BM-MSCs; (B) heatmap of the expression of IL12 related genes; (C) the representation images of IL12Rβ1 expression in BM-MSCs after receiving different treatment (scale bar= 100 μm); (D) the expression changing of IL12Rβ1 in BM-MSCs at protein levels.

Table S1.

| **Reagent or resourse** | **Source** | **Dilution** |
| --- | --- | --- |
| PE-Cy7-PDGFRα | Biolegend | 1: 50 |
| Alexa Flour 700-CD45 | Biolegend | 1: 100 |
| PE-CD51 | Biolegend | 1: 20 |
| Pacific Blue-CD31 | Biolegend | 1: 50 |
| APC-Cy7-Ter119 | Biolegend | 1: 100 |
| FITC-Lin | Biolegend | 1: 10 |
| PE-Cy7-Sca | Biolegend | 1: 100 |
| APC-Cy7-c-Kit | Biolegend | 1: 100 |
| Pacific Blue-CD48 | Biolegend | 1: 100 |
| APC-CD150 | Biolegend | 1: 100 |
| IL-12 receptor | BD | 1: 100 |
| Rabbit anti-Akt | Abcam | 1: 1000 |
| Rabbit anti-pAkt | Abcam | 1: 2000 |
| Rabbit anti-β-Actin | Proteintech | 1: 10000 |
| Rabbit anti-CDK2-pT160 | CST | 1: 1000 |
| Rabbit anti-CDK2-pY15 | Abcam | 1: 1000 |
| Rabbit anti-CDK2-pT14 | Abcam | 1: 1000 |
| Rabbit anti-CDK2 | Abcam | 1: 1000 |
| Rabbit anti-CDC25A | CST | 1: 1000 |
| Mouse anti-CDC25C | Proteintech | 1: 1000 |
| Rabbit anti-Runx2 | Proteintech | 1: 1000 |
| Rabbit anti-OCN | Abcam | 1: 1000 |

Table S2.

| **Gene** | **Forward Primer 5’-3’** | **Reverse Primer 5’-3’** |
| --- | --- | --- |
| *BMP-2* | TGTACCGCAGGCACTCAG | GTTCCTCCACGGCTTCTT |
| *ALP* | GGTAGATTACGCTCACAACAA | AGGCATACGCCATCACAT |
| *RUNX2* | ACAGTTATCAAGGGAATAGAGG | AGGGAGGACAGAGGGAAA |
| *OCN* | GCAGGAGGGCAATAAGGT | CGTAGATGCGTTTGTAGGC |
| *COLA1* | AGACTGGAAACATCGGACAT | CACAAAGACAAGAACGAGGTAG |
| *β-actin* | TTCTTTGCAGCTCCTTCG | TTCTGACCCATTCCCACC |
| *SDF-1* | CTGCTCTGGCGCTTTGTAAC | GAGCAGGGCCTTATGAAGCA |
| *Thpo* | GGACAGTTGGAACCCTCCTG | ATCCAGAAGTCCTGGGTTCCT |
| *Kitl* | AGTTCAGTCATAGATTGGAGTTTGC | ACCTGTATCAAAAGGGTCGGG |
| *ANG* | TCCCAACAGGAAGGAAGGAGT | ATCACAACCAGACCCAGCAC |
| *ANGPT1* | GGGCACACTCATGCATTCCT | GCGTCAGCTGCGAGTACATA |
| *FGF* | ACAGCCCAGCAGTTATCACC | TTTCTCTCCTCCTCCTCCCG |
| *CSF3* | CAGCCCAGATCACCCAGAATC | GCTGCAGGGCCATTAGCTTC |
| *DLL4* | CCAGCAACCCCTGTCGAAAT | ACAGTGCTGGCCATAGTAGC |
| *PTN* | AGTTTCTCATGAGTGCAGCCC | GGTTTCTCTTTCTTCCCGGC |
| *SLIT2* | TTTTCCAGGGGTCACACTTGA | TCTGGCTGTGGGAATTTTCT |
| *PCNA* | AGATGCCGTCGGGTGAATTT | TGTTCCCATTGCCAAGCTCT |
| *CHEK* | AAAGGACTGCTTGTCGCTGT | GGCATCCCTATGTCTGGCTC |
| *CDC7* | ATCCTTCTGTTGGCACCCTG | CTCCTCCATCTGAGTCCCCA |
| *CCNE2* | TCCGAGATCTAAGAGCCACC | TGTAAACGGCTACTGCGTCT |
| *CDC6* | TCTGCAAGACTTCAAGAAGGAAG | AACACGATCATGGGGCCTTT |
| *CDKN2D* | GCAAGGAAAGGAGGGAGGTC | GTCTTGCCAAAGCGGTTCAG |
| *TGFβ1* | ACTGGAGTTGTACGGCAGTG | GGGGCTGATCCCGTTGATTT |
| *CDC25A* | GCCACTTTGTCCGATGAGGA | GATCGGCCTTAGGGTCAGAG |
| *CDC25B* | ACGCTTCCGATCCTTACCAG | GGTCTCTGGAAGCGCACATT |
| *CDC25C* | AAGTCCTGAGCTTGCCTGAC | CTTGCAGGTGGGATAGGTCC |
| *CDK1* | ACGGCTTGGATTTGCTCTCA | ACGATCTTCCCCTACGACCA |
| *CDK2* | AGCTCTCCTTGCGTTCCATC | ACGTGCCCTCTCCAATCTTC |
| *CDK4* | GTCTATGGTCTGGCCCGAAG | ATCCATCAGCCTTACGCTCG |
| *CDK6* | CCTCTCCTTCGTGAAGACTGC | CCTCCGCAGCGATTACATAGT |
| *E2F1* | GACTGCCTTGCCTGTCTGTT | GTGCACTAAGCAAGCACCAG |
| *MYC* | CGACTACGACTCCGTACAGC | GTAGCGACCGCAACATAGGA |

How the deposited data were processed for this re-analysis (not part of the article)

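RNA was sequenced from irradiated mouse BM-MSCs in 5 groups of 3 libraries: IR-Con, Gel, Gel/IL-12, Gel/Laponite and Gel/Laponite@IL-12. The cells had received 5 Gy and were cultured for 48 h, and the gels with Laponite held it at 1% w/v. The authors deposited a count for each gene in each library, as whole numbers without normalization. The table also gives the log2 fold change of each of the authors' own 10 comparisons and the adjusted p-value of each. The paper and its supplement name a HiSeq platform and DAVID for the KEGG analysis, and their text names no aligner, counting tool, test for DEGs or threshold. The 15 FPKM columns and 20 columns of group means in the table were not used. The labels give the genome build mm10, which is GRCm38. Of the 54532 gene identifiers, 54409 are in GENCODE M21. The table lists a start for 51094 genes, 51042 of them in M21, and only 1399 of these starts equal those of M21. Coordinates are therefore those of M21 on GRCm38, matched by gene identifier, and the coordinates in the table were not used. Symbols are those of the table, and 567 of them differ from M21.

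The total count per library was 14506459 to 17818982 (median 16126329). Genes were kept by edgeR's filterByExpr with the groups as design, a minimum count of 10 and a minimum total of 15, which left 15590. Library sizes were scaled by TMM. A quasi-likelihood model with a mean for each group was fitted over all 15 libraries with robust estimation, which leaves 10 residual degrees of freedom, and contrasts were tested with edgeR's F test. There were 14 comparisons, namely the 10 pairs of groups, the mean of the 4 gels against IR-Con, the effects of IL-12 and of Laponite within the gels, and their interaction. P-values were adjusted by Benjamini and Hochberg over all genes of a comparison, with a threshold of 0.05. Levels are CPM with TMM scaling. The median log2 fold change of all genes, mean of the gels over IR-Con, was -0.008 with TMM and -0.015 with DESeq2's size factors, and no called gene changed its sign between these. At most 1 of the 33 lists changed the sign of its median in a comparison.

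The gene lists were written from general knowledge, except 3 that were copied from Table S2. They cover DNA replication, G2 and mitosis, p53 targets, niche and hematopoietic factors, osteogenic, adipogenic and chondrogenic genes, mesenchymal stem cell markers, the IL-12 family with JAK/STAT, interferon response, NF-kB and inflammatory cytokines, hypoxia and glycolysis, the integrated stress and unfolded protein response, cholesterol synthesis, ribosomal proteins, nuclear and mitochondrial genes of oxidative phosphorylation, extracellular matrix, integrins, targets of actin, SRF and YAP, the 3 parts of PI3K/AKT, immediate early genes, metal and oxidative stress, macrophage, other blood cell and endothelial markers, histones and nuclear long noncoding RNAs. Each was tested two-sidedly with limma's camera at a preset correlation of 0.01, adjusted over the 33 lists of a comparison, and again with an estimated correlation and with fry. The call on the gel effect kept its side of the threshold with an estimated correlation for DNA replication, G2 and mitosis, the Table S2 cell cycle genes, niche factors, NF-kB, hypoxia, the stress response, integrins and metal stress. PI3K/AKT enrichment was tested with one-sided Fisher's exact tests against all genes tested, adjusted over the comparisons. Genes shown in the heatmaps were read from the pictures and only counted. Library grouping was measured as the ratio of mean Euclidean distances between and within groups on log2 CPM with a prior count of 2, with 100000 permutations of the labels.

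Genes named in the text follow a rule. They are the genes that the paper names in its text, in Table S2 or in a heatmap. They are also, for each comparison, the 10 highest and 10 lowest log2 fold changes among DEGs with a mean of at least 10 CPM and no overlap between the groups, and up to 5 members of each list with the smallest adjusted p. Genes outside the rule are marked as chosen after their values were seen. For each gene, windows of 50 bases were searched for in all other annotated genes, and the percent found in no other gene is given where it matters. The pipeline was tested on simulated data with 200 changed genes. For Gel/IL-12 against Gel it recovered 18% of 50 genes changed 1.25-fold, 64% at 1.5-fold, 78% at 2-fold and 94% at 4-fold, and called 0 of 15389 unchanged genes. For Gel against IR-Con it recovered 20%, 62%, 74% and 96%, and called 131 of 15373 unchanged genes (0.85%), which were 51% of its 257 calls, so its calls against IR-Con are not held to 5% false. Among the unchanged genes 14.6% had an unadjusted p under 0.05 in that comparison, and 1.1% for Gel/IL-12 against Gel. With limma's voom, 15.4% of 123 calls for Gel against IR-Con and 5.81% of 172 calls for Gel/IL-12 against Gel were false. These shares and the voom setting were added after the results were known.

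Alternatives were DESeq2's size factors in edgeR, DESeq2's Wald test, no filter on low counts, a stricter filter of 5 CPM in 3 libraries, the replicate number as a block, each of the 15 libraries left out, only the 6 libraries compared, a threshold of 2-fold, other tests of the lists, other settings of the distances, limma's voom with a weight for each of IR-Con and gels, only the 12 gel libraries, and only genes with at least 95% unique windows. The last 3 were added after the data were seen. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15. Results from qPCR, proteins and animals have no files in the deposit and were not analysed here.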

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

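The tests on shared reads, repeats of a culture, macrophage RNA, interferon genes and held-out BMP targets were chosen only after the result was seen. Several lists that the paper does not discuss differed between the gels and IR-Con. The median log2 fold change of the gel effect was 1.93 for NF-kB and inflammatory cytokines, 1.02 for hypoxia and glycolysis, 0.41 for the integrated stress and unfolded protein response (32 of 38 higher and 1 lower, as when adjusted over the list alone, camera adjusted p = 4.17e-12), 0.50 for metal and oxidative stress (15 of 18 higher and none lower, as when adjusted over the list alone, adjusted p = 4.17e-12) and -0.22 for integrins (3 of 18 higher and 11 lower, as when adjusted over the list alone, adjusted p = 0.0023). The NF-kB list also moved within the gels, by 0.10 with IL-12 and by 0.13 with Laponite (4 of 25 higher with Laponite, 8 when adjusted over the list alone). The hypoxia list moved by 0.15 with Laponite (11 of 32 higher, 18 when adjusted over the list alone, adjusted p = 7.19e-28, or 0.0057 with an estimated correlation). Without IL-12, 12 of the 32 were called in Gel/Laponite over Gel. With IL-12, in Gel/Laponite@IL-12 over Gel/IL-12, 0 were called by edgeR, DESeq2 or limma's voom, and 0 had an unadjusted p under 0.05. In Gel/IL-12 over Gel edgeR called 0, with 16 at an unadjusted p under 0.05, 4 called by DESeq2 and 16 by voom. The IL-12 effect on the hypoxia list differed between gels with and without Laponite. The difference had a median of -0.25, with 0 of 32 genes called by edgeR and 14 lower when adjusted over the list alone (adjusted p = 3.72e-28, or 0.0112 with an estimated correlation). By group means, 26 of the 32 genes were highest in Gel/Laponite.

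The first pattern weighed is that the 3 IR-Con libraries stand apart from the 12 gel libraries. Reads shared between gene copies as the whole cause are argued against by the genes of unique sequence, of which 56.8% were called (6043 of 10634) against 51% of the others. A length bias as the cause of the higher cell division genes is argued against too, since the median of the G2 and mitosis list was 0.98 before and 1.01 after the length trend was taken out (quartiles 0.87 and 1.15, 50 of 50 genes above 0), while the 10% shortest and 10% longest genes had medians of 0.12 and -0.18. Whether the 3 libraries of a gel are repeats of 1 culture cannot be told apart from separate cultures. Pairs of libraries within a gel had a median chi-square per degree of freedom of 2.43 (2.01 to 2.97 over 12 pairs), above the value of 1 that counting noise alone would give, and pairs within IR-Con had 11.3 to 28.5. The gel itself, a difference of culture or library preparation that follows the groups, and an early effect of radiation that IR-Con keeps all stay open, since whatever follows the groups differs together with the gel and no library is of cells without radiation.

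The second pattern is that genes of the NF-kB list were higher in every gel than in IR-Con. RNA of macrophages in the gels is argued against by the macrophage and monocyte markers, of which 8 of 22 were measured, with a median of 0.38 against 1.93 for the NF-kB list (4 higher and 1 lower). Their summed level did rise, from 34.4 CPM in IR-Con to between 68.8 and 73.1 CPM in the gels, of which Cd14 took 14.2 and between 46.0 and 49.3 CPM, while Lyz2, an abundant macrophage gene, was lower (-1.27), and both were chosen after their values were seen. Reads shared between gene copies are argued against by the 18 members of unique sequence, whose median was 1.93. A signal that raises interferon genes together with NF-kB genes is argued against by the interferon list, whose median was -0.36, so that a hypothesis of NF-kB activity in BM-MSCs in contact with a gel stays open and untested, as does a stimulus carried by the gel material.

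The third pattern is that 4 genes induced by BMP were lower with Laponite. Id1 had 25.3 CPM in Gel, 27.1 in Gel/IL-12, 18.9 in Gel/Laponite and 14.8 in Gel/Laponite@IL-12 (Laponite effect -0.65, adjusted p = 0.000336), and Id2 (-0.61), Id3 (-0.55) and Atoh8 (-0.76) were lower as well. The share of ribosomal RNA-like counts is argued against, since Id1 moved from -0.65 to -0.68 (standard error 0.074, adjusted p = 3.71e-12) when that share entered the fit of the 12 gel libraries, which called 446 genes. Of 16 further BMP targets held out of the search, 14 were measured, with a median of -0.14 and 9 below 0 (camera p = 0.214 with an estimated correlation). These went both ways, so that lower BMP signalling may or may not be the reason, and it cannot be told apart from a change of these few genes.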

How the results depend on the processing

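Settings named voom, only the 12 gel libraries and only genes of unique sequence were chosen only after the result was seen. No gene or list that passed was called in the opposite direction under another setting, while some lists that did not pass changed direction without passing. On simulated counts with 200 changed genes, 51% of edgeR's 257 calls between Gel and IR-Con were false, against 15.4% of 123 calls with voom. The real comparison had 6968 calls, so these shares do not carry over to it. At the p limit of the real DEGs, 8.58% of the unchanged genes passed in edgeR, so the counts against IR-Con may be too high. Voom called 4714, 5051, 4803 and 4701 genes for the 4 gels. The counts of DEGs against IR-Con stayed within 1.5 times under DESeq2's size factors, DESeq2, no filter, the stricter filter and the replicate block. Where a value below differs, the cause was not tested, except that a fold threshold, fewer genes or fewer libraries change a count by construction. Counts between gels are given in the order Gel/IL-12 over Gel, Gel/Laponite over Gel, Gel/Laponite@IL-12 over Gel, Gel/Laponite over Gel/IL-12, Gel/Laponite@IL-12 over Gel/IL-12, and Gel/Laponite@IL-12 over Gel/Laponite. The reported counts are 2, 51, 49, 8, 47 and 1, with 3 for the IL-12 effect, 134 for the Laponite effect and 0 for the interaction.

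At 2-fold or more, the counts against IR-Con were 1422 in Gel, 1540 in Gel/IL-12, 1426 in Gel/Laponite, 1436 in Gel/Laponite@IL-12 and 1561 for the mean of the gels. Those between gels were 0, 2, 2, 1, 4 and 0, with 0 for the IL-12 effect and 3 for the Laponite effect. With only the 6 libraries compared, they were 4498 in Gel, 4631 in Gel/Laponite and 4484 in Gel/Laponite@IL-12 against IR-Con, and 433, 835, 469, 314, 669 and 158 between gels. Without a filter the counts between gels were 10, 106, 91, 31, 78 and 7, with 6 for the IL-12 effect and 17 for the interaction. DESeq2 gave 12, 98, 85, 33, 81 and 9, with 12 for the IL-12 effect and 30 for the interaction. Limma's voom with separate weights gave 92, 535, 341, 229, 379 and 73, with 5156 for the mean of the gels, 28 for the IL-12 effect, 638 for the Laponite effect and 228 for the interaction. A fit of only the 12 gel libraries gave 52 for the IL-12 effect, 839 for the Laponite effect and 562 for the interaction. With the replicate number as a block, 31 genes were called between Gel/Laponite@IL-12 and Gel/IL-12 and 0 between Gel/Laponite@IL-12 and Gel/Laponite. The replicate numbers do not pair the libraries, since correlations of same-numbered libraries across groups ran from -0.072 to 0.041 over 30 pairs. The stricter filter gave 1 gene for the interaction, and genes of unique sequence gave 5 for the IL-12 effect.

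With each library left out in turn, the counts between gels ran from 1 to 46, 19 to 246, 25 to 188, 3 to 102, 12 to 227 and 0 to 27, each highest without IR-Con replicate 3. The IL-12 effect ran from 2 to 19, the Laponite effect from 71 to 368 and the interaction from 0 to 109, again highest without IR-Con replicate 3. The adjusted p of the G2 and mitosis list for the IL-12 effect ran from 0.0463 without IR-Con replicate 3 to 0.541 without Gel/Laponite replicate 3. Against IR-Con the counts ran from 5993 to 8131 in Gel, 6298 to 8335 in Gel/IL-12, 6035 to 8124 in Gel/Laponite and 5914 to 8026 in Gel/Laponite@IL-12, and from 8035 to 9220 for the mean of the gels.

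The PI3K/AKT enrichment against IR-Con ended at 2-fold or more, with adjusted p of 0.514 in Gel, 0.594 in Gel/IL-12, 0.514 in Gel/Laponite, 0.514 in Gel/Laponite@IL-12 and 0.594 for the mean. For the Laponite effect (reported adjusted p = 0.124) it was 0.000398 with DESeq2 and 1.27e-07 in the 12 gel libraries. With an estimated correlation, the Table S2 hematopoietic factors no longer passed in Gel/Laponite@IL-12 (0.143) or the mean of the gels (0.135), nor did PI3K/AKT matrix and integrins (0.143 and 0.127). Fry, which tests only for a shared direction, passed the osteogenic list (2.44e-05 in Gel/Laponite@IL-12 and 3.06e-07 in the mean), the IL-12 family (0.00248 and 0.000215, and 0.0457 for Laponite), the PI3K/AKT core (0.000155 and 0.000445, and 0.00727 for Laponite) and PI3K/AKT growth factors (9.04e-05 and 0.000121). Without a filter the Table S2 osteogenic genes no longer passed for Laponite (0.102), and the IL-12 family passed (0.0397). DESeq2 passed G2 and mitosis for IL-12 (0.0273) and the PI3K/AKT core for Laponite (0.0265), and the 12 gel libraries passed G2 and mitosis for IL-12 (0.0302, but 0.159 with an estimated correlation, and 0.792 over all libraries). The ratio of library distances stayed between 1.291 and 1.328 over all libraries and between 1.021 and 1.032 within the gels with each library left out.

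Of the named genes in their comparisons, 117 kept their call with DESeq2's size factors and 1 lost it, and DESeq2 kept 111, ended 4 and added 2. Limma's voom kept 107, ended 8 (Thpo, Tyk2, Cdc25a and Cdk2 in Gel/Laponite@IL-12 over IR-Con, and Il12rb1, Il12rb2, Jak2 and Kitl for the gel effect) and added 3. No filter kept 112, ended 5 and added 1, and the replicate block kept 113 and ended 5. With single libraries left out, 1663 calls were kept, 96 ended and 11 were added. Depth limits genes near the filter such as Il12rb1, Il12rb2 and Thpo. The 2 alternatives planned for a table of FPKM or TPM values alone were not run, since the table holds counts.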

Differences from the paper's values

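The fit of only the 12 gel libraries, the PI3K/AKT enrichment in it and the counts from limma's voom were chosen only after the result was seen. The paper's text gives no number for a measure of the RNA-seq data that was computed here, so only directions and rankings are compared.

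The paper states that osteogenic genes were higher in Gel/Laponite@IL-12 (Fig. S6E). Of the 12 measured genes of that panel, 1 was highest in Gel/Laponite@IL-12 and 9 in IR-Con, and against IR-Con 2 were higher, 5 lower and 5 did not pass. Alpl and Vegfa were higher than in IR-Con, with Alpl highest in Gel/IL-12 and Vegfa in Gel/Laponite. No setting tried turned the direction of Col1a1, Phex, Igf1 or Runx2. The paper also reports higher alkaline phosphatase activity and mineralization, and more RUNX2 and OCN protein. By qPCR, it reports osteogenic genes that rose with longer co-culture. The RNA-seq libraries are all from 48 h, and protein and mineralization were not measured here, so those results were not tested.

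The paper states from qPCR that hematopoietic factors were higher in Gel/Laponite@IL-12 than in the other groups. It also reports higher levels of such factors by ELISA, and protein was not measured here. Of the 8 measured factors with qPCR primers in Table S2, 3 were highest in Gel/Laponite@IL-12 in the RNA-seq data. Another 3 were highest in IR-Con, 1 in Gel and 1 in Gel/IL-12. Of the 25 measured genes of the heatmap in Fig. 5G, a wider set, 7 were highest in Gel/Laponite@IL-12 and 11 in IR-Con. Cxcl12 was highest in Gel/Laponite@IL-12 (1018 CPM), and Fgf2 was highest in Gel (53.7 CPM against 40.5 in Gel/Laponite@IL-12). Of the 25 genes, 7 were higher in Gel/Laponite@IL-12 than in IR-Con, 6 were lower and 12 did not pass. Kitl, Angpt1 and Ptn were among those that did not pass.

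The paper states that genes related to IL-12 were slightly lower in the group without IL-12 (Fig. S7B). Of the 7 measured genes, 2 were highest in Gel/IL-12 and 0 in Gel/Laponite@IL-12. None was called for the IL-12 effect by edgeR, with 0 at an unadjusted p under 0.05, by DESeq2, by limma's voom or, in a fit chosen after seeing the values, among the 12 gel libraries. Over IR-Con, which also had no IL-12, the mean of the gels was higher in 4 of the genes and lower in 1. EdgeR called only 3 of all 15590 genes for the IL-12 effect, so its count of 0 here cannot decide the question. For the receptor itself, the paper reports more IL-12R protein with IL-12-loaded gels, by immunofluorescence and western blotting. Protein was not measured here.

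The paper states that PI3K/AKT was among the pathways that rose most after IL-12. Of 241 measured genes, 0 were called by edgeR for the IL-12 effect, with 5 at an unadjusted p under 0.05 and 0 called by DESeq2 and limma's voom, and 1 of 240 was called in the 12 gel libraries (one-sided Fisher's exact test, p = 0.564), a setting chosen after seeing the values. EdgeR called only 3 of all 15590 genes for this effect, with 269 at an unadjusted p under 0.05. A count of 0 among 241 genes therefore cannot decide whether the pathway changed. The deposited comparisons hold 229 genes for Gel/IL-12 over Gel and 170 for Gel/Laponite@IL-12 over Gel/Laponite, against 2 and 1 here. The paper states from qPCR that Akt1 was higher with IL-12. In the RNA-seq data its IL-12 effect was -0.03 (standard error 0.048). The paper also reports more phosphorylated AKT protein with IL-12, a rise that a PI3K/AKT inhibitor abolished in Gel/Laponite@IL-12. RNA-seq does not measure phosphorylation. Fig. 6A lists the pathway for Gel against IR-Con, as found here, and for 4 pairs of gels that differ in Laponite. Here the adjusted p was 0.302 for Gel/Laponite over Gel and for Gel/Laponite@IL-12 over Gel, and no gene of the pathway was called by edgeR in the other 2 of these pairs. The DEG sets differ. At an adjusted p under 0.05 the deposited comparisons of these 4 pairs hold 431, 266, 171 and 392 genes, against 51, 49, 8 and 47 here. Enrichment was not tested on the deposited sets, and the list of pathway genes used here is not the KEGG release. Among genes lower in Gel/Laponite@IL-12 than in Gel, which were 17, 2 belong to the pathway (adjusted p = 0.0463). For the Laponite effect, the pathway was enriched with DESeq2 (adjusted p = 0.000398) and in the 12 gel libraries (1.27e-07), the latter chosen after seeing the values.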

Other observations

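The fit of only the 12 gel libraries and the counts from limma's voom were chosen only after the result was seen. Cyp1a1 and Cyp1b1 encode enzymes induced through the aryl hydrocarbon receptor, and both were chosen after their values were seen. Cyp1a1 is listed at 0 in all 3 IR-Con libraries and had 4.39 ± 0.257 CPM in Gel (SD, n = 3), 4.64 ± 0.273 in Gel/IL-12, 0.847 ± 0.356 in Gel/Laponite and 1.17 ± 0.175 in Gel/Laponite@IL-12 (Laponite effect -2.17, standard error 0.188, adjusted p = 3.9e-06 from edgeR). Cyp1b1 had 118 ± 16.9 CPM in IR-Con and between 433 and 539 CPM in the gels (gel effect 2.04, adjusted p = 1.29e-16; Laponite effect -0.27, adjusted p = 0.00337). Tgfbr2, which encodes a receptor of TGF-beta, fell from 1465 ± 27.2 CPM in IR-Con to between 475 and 616 CPM in the gels (gel effect -1.43, adjusted p = 1.92e-19) and was higher with Laponite (0.31, adjusted p = 3.9e-06). Mt1, a metallothionein gene, rose from 99.6 ± 5.4 to 264.4 ± 6.55 CPM in Gel/Laponite@IL-12 (gel effect 1.37), and the oxidative stress genes Nqo1 (1.78) and Hmox1 (1.18) rose in the gels as well. The stress genes Manf (1.08) and Asns (0.77) and Itga7 and Itga8, which encode laminin and matrix receptor chains (-1.70 and -1.83), are further members of the lists that moved.

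Among the 12 gel libraries, 562 genes were called for the interaction of IL-12 and Laponite, 214 higher and 348 lower. The hypoxia genes Bnip3 (-0.68), Ndrg1 (-0.41) and Pgk1 (-0.39) were lower, as were 18 of the 32 hypoxia genes and 59 of 80 ribosomal protein genes (median -0.25 and -0.25, adjusted p = 0.000747 and 0.0109 with an estimated correlation). By group means, 44 of the ribosomal protein genes were highest in Gel/IL-12, 20 in Gel/Laponite and 0 in Gel/Laponite@IL-12. They took 3.88 to 3.92% of the counts in Gel and 3.81 to 3.99% in Gel/Laponite@IL-12. The share was 4.19 to 4.29% in Gel/IL-12 and 4.11 to 4.27% in Gel/Laponite. A trend with gene length was taken out for the gel effect only, so a shift in library composition or length was not tested for the interaction. Of 44 interferon genes, 16 were higher and 1 was lower (median 0.17, adjusted p = 0.00161 with an estimated correlation), and with Laponite 28 were higher and 1 was lower. Over all 15 libraries edgeR called 0 of 45 interferon genes for the Laponite effect, with 17 at an unadjusted p under 0.05, 1 called by DESeq2 and 20 by limma's voom (adjusted p = 0.21 with an estimated correlation). For the interaction it called 0 of the 45, with 3 at an unadjusted p under 0.05, 0 called by DESeq2 and 3 by voom (0.618), 0 of 80 ribosomal protein genes, with 32, 8 and 36 in the same order (0.106), and 0 of 32 hypoxia genes, with 17, 9 and 16 (0.0112).

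The remaining lists had these gel effects over all 15 libraries. Of 45 interferon genes, 6 were higher and 30 lower (6 and 31 when adjusted over the list alone), with an adjusted p of 0.000987 that was 0.483 with an estimated correlation. H2-D1 and H2-K1, which encode proteins that present antigens, fell (-0.98 and -0.86), while Cxcl10 rose (1.36). Of 24 cholesterol synthesis genes 18 were higher and 0 lower (0.00217, or 0.0652 with an estimated correlation). Of 80 ribosomal protein genes 52 were higher and 9 lower (0.000108, or 0.483), and of 75 nuclear genes of oxidative phosphorylation 40 were higher and 10 lower (0.0135, or 0.564). Of 13 mitochondrial mRNAs 9 were higher and 0 lower (0.0792). Of 40 extracellular matrix genes 19 were higher and 18 lower (0.687). Of 22 targets of actin, SRF and YAP 6 were higher and 11 lower (0.65; median -0.12, mean 0.02). Of 12 adipogenic genes 6 were higher and 3 lower (0.443), of 10 chondrogenic genes 2 and 4 (0.257), and of 17 mesenchymal stem cell markers 5 and 7 (0.437). Of 24 immediate early genes 11 were higher and 8 lower (0.153). Of 8 macrophage markers 4 and 1 (0.131), of 3 other blood cell markers 1 and 2 (0.953), of 9 endothelial markers 2 and 1 (0.734), and of 13 histone genes 5 and 1 (0.615) were higher and lower. Of 4 nuclear long noncoding RNAs 1 was higher and 3 lower (0.0326, or 0.307 with an estimated correlation). Of the 31 niche factors 16 were higher and 8 lower (9.39e-05, or 0.00543), of the 15 osteogenic genes 3 and 8 (0.195), of the 8 Table S2 hematopoietic factors 4 and 2 (0.00166, or 0.135) and of the 3 Table S2 osteogenic genes 1 and 1 (0.953).

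The DEG counts were set against other splits of the same libraries into groups of the same sizes. Each pair of groups has 10 splits, which is too few for a share under 0.05, and in each of the 10 comparisons 1 of the 10 splits, the real one, reached the real count. The highest other split called 1 gene for Gel and IR-Con (real count 6968) and 0 in the 9 other pairs, whose real counts were 7255, 6997 and 6924 against IR-Con and 2, 51, 49, 8, 47 and 1 between gels. For the mean of the gels, 1 of 100 splits reached 8573 and the highest other called 1175. Of 100 splits, 1 reached the 3 genes of the IL-12 effect (highest other 1), and for the Laponite effect 1 of 100 reached 134 (highest other 1). For the interaction, with 0 genes called, all 100 splits reach the count by construction (highest other 2), so this comparison cannot speak to chance. Among the 12 gel libraries, 2 of 100 splits reached the 52 genes of the IL-12 effect. The split other than the real one called 317, and the reason was not tested. Among the same 12 libraries, 1 of 100 reached 839 for the Laponite effect (highest other 87) and 1 of 100 reached 562 for the interaction (highest other 38). A split that mixes libraries of different groups adds their differences to the spread, which lowers its count. The 3 libraries of a group may also be repeats of 1 culture. The splits therefore cannot exclude chance differences between cultures, and show only that mixed libraries seldom reached the real counts.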
